# Effect of Dead-Cell *Limosilactobacillus ingluviei* on Hematological Parameters and Jejunal Transcriptome Profile in Calves During the Weaning Period

**DOI:** 10.3390/ani15131905

**Published:** 2025-06-28

**Authors:** Chao Ban, Supreena Srisaikham, Xingzhou Tian, Pipat Lounglawan

**Keywords:** calf weaning, differentially expressed gene, jejunal epithelium, *Limosilactobacillus*, postbiotic, transcriptome

## Abstract

Weaning is challenging for dairy calves, frequently resulting in digestive issues. This highlights the importance of implementing appropriate nutritional strategies to enhance gut health and support optimal growth. Postbiotics is a promising alternative to traditional probiotics, conferring health benefits without the risks associated with live bacteria. This study aimed to investigate the effect of dietary supplementation with a postbiotic from dead-cell *Limosilactobacillus ingluviei* C37 (postbiotic LIC37) on blood biochemical parameters and jejunal epithelium transcriptomic profiles in calves. Fourteen Holstein bull calves were randomly allocated into two groups (n = 7). The control group (CON) received a basic diet, while the postbiotic group (DCLI) was supplemented with 1 g/d of postbiotic LIC37 for 90 days. Blood samples were collected on days 76, 83, and 90, respectively. The jejunal epithelial tissue was obtained from four randomly selected calves per group at day 90 for transcriptome analysis. The results showed that postbiotic LIC37 supplementation reduced globulin, total protein, neutrophil (Neu) levels, and neutrophil-to-lymphocyte ratio (NLR) levels in the DCLI group (*p* < 0.05). Transcriptomic analysis identified 76 differentially expressed genes (DEGs), with significant upregulation of genes involved in fatty acid metabolism (FABP1), intestinal barrier function (B4GALNT2), and detoxification (GSTA1), alongside downregulation of immune response regulation (FCRLA, FCRL4). Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses highlighted enrichment in pathways related to glutathione metabolism, drug metabolism, and vitamin digestion, indicating that postbiotic supplementation improved detoxification, oxidative stress defense, and nutrient absorption in calves. This study provides novel insights into the molecular mechanisms underlying the benefits of postbiotic LIC37 and supports its potential as a sustainable alternative to probiotics in calf nutrition.

## Simple Summary

Weaning is a stressful period for young calves, and it often leads to digestive and immune challenges. To help improve gut health during this transition, this study aimed to investigate the effects of a postbiotic from dead-cell *Limosilactobacillus ingluviei* C37 on the hematology and jejunal epithelial transcriptomes. The calves fed with this postbiotic showed lower levels of inflammation-related blood markers and beneficial changes in genes related to gut protection, nutrient utilization, and detoxification. These results suggest that postbiotics may help support the gut and immune health of calves during weaning, offering a safer alternative to traditional probiotics.

## 1. Introduction

Weaning is a particularly stressful and difficult event for dairy calves and can easily cause intestinal disorders, with a high prevalence primarily attributed to developmental factors during the early postnatal stages. Specifically, gut immaturity, weaker immune systems, and pathogen exposure primarily increase early-life intestinal disease risk [1]. Moreover, intestinal disorders not only compromise calf health, but also adversely affect weaning weights and subsequent milk yields [2]. Hence, ensuring intestinal health is key to maximizing both growth potential and production performance.

Dietary interventions could offer novel approaches to ameliorate inflammatory disorders by modulating the immune response through metabolic rewiring [3]. For decades, probiotics have been a staple in animal feed as additives to improve intestinal health [4]. Yet, the widespread presence of antibiotic resistance genes in these strains, and the demonstrated ability for these genes to transfer between organisms [5], casts a long shadow over their suitability for continued use as live bacteria in future nutritional strategies. Offering a compelling alternative to traditional probiotics, postbiotics are defined as a “preparation of inanimate microorganisms and/or their components that confers a health benefit on the host” [6], which could enhance host antioxidant capacity and immunity, regulate gut microbiota, and thereby support intestinal health. For example, Izuddin et al. found that feeding lambs with postbiotics from *Lactobacillus plantarum* RG14 could improve growth performance and nutrient intake [7]. Feng et al. demonstrated profound effects of postbiotics from *Bifidobacterium bifidum* B1628 on alleviating inflammation and intestinal damage in murine models [8].

RNA sequencing (RNA-Seq) is widely utilized to examine transcriptomic changes in key tissues in response to various intrinsic and extrinsic factors, offering insights into gene regulation and physiological adaptations [9]. Among segments of the gastrointestinal tract, the jejunum is particularly susceptible to stress [10]. However, most RNA-Seq studies in ruminant nutrition have focused on the rumen [11], colon [12], and liver [13], while studies investigating the jejunal epithelium in calves are relatively scarce. To fill this gap, we conducted RNA-seq on the jejunal epithelium of calves to identify DEGs and uncover the underlying molecular mechanisms associated with a postbiotic-supplemented diet. The findings of this study may broaden our understanding of how postbiotics affect intestinal health in calves and thus gain insight into the potential role of postbiotics in regulating calf health.

## 2. Materials and Methods

### 2.1. Animal Care

All animal procedures were conducted in accordance with the guidelines for the care and use of laboratory animals and were approved by the Animal Ethics Committee of Suranaree University of Technology (SUT-IACUC-0020/2023).

### 2.2. Treatments and Management

The postbiotic from dead-cell *Limosilactobacillus ingluviei* C37 was provided by the Laboratory of Monogastric Animal Nutrition and Feed Science at Suranaree University of Technology (SUT). The isolation and characterization of *Limosilactobacillus ingluviei* C37 were previously reported by Sirisopapong et al. [14]. Heat inactivation was performed at 80 °C for 30 min, following the method described by Tsukagoshi et al. [15].

All calves were obtained from a single farm. Within 3 h after birth, all calves were fed 2 L of colostrum via a nipple bottle, followed by an additional 2 L over the subsequent 12 h. At 24 h after birth, a hand-held refractometer (LH-Y12, Lohand Biological Co. Ltd., Hangzhou, China) was used to detect serum total protein. Calves with serum total protein concentrations greater than 5.6 mg/dL were selected for the experiment to ensure successful passive transfer of immunity [16]. Subsequently, calves were transitioned from colostrum to bucket-fed milk replacer (MR) starting at 3 days of age. They were transferred to the SUT farm, with the day of arrival considered as day 1 of the experiment.

A total of 14 Holstein bull calves (body weight, BW: 33.69 ± 5.28 kg, mean ± standard deviation), with ages of 5.71 ± 1.14 d, were randomly allocated to either a control group (CON, without postbiotic, n = 7) or a treatment group (DCLI, fed with 1 g/d of postbiotic LIC37 containing 10^8^ CFU/g, n = 7). The dosage was adapted from previous studies [17,18]. The calves were individually housed in 2.2 m × 2.4 m pens bedded with wood pellets over rubber mats. Soiled wood pellets were cleaned daily, with fresh pellets replaced weekly.

Milk replacer was purchased as a commercial product (Dairy-Rich Co. Ltd., Bangkok, Thailand). One kilogram of MR contained 974 g of dry matter, 88.7 g of ash, 226.7 g of crude protein, and 177.4 g of fat. It was fed at a concentration of 15% at 1.75% BW (air-dry basis) at 08:00 and 16:00. The feeding volume was adjusted weekly based on the BW. The postbiotic LIC37 was mixed with MR during the morning feeding, and the calves had free access to fresh drinking water. Beginning on day 33, the calves had free access to a commercial starter (973 calf starter, Charoen Pokphand Foods, Bangkok, Thailand). One kilogram of starter contained 909.4 g of dry matter, 89.7 g ash, 237.9 g of crude protein, 39.9 g of fat, 520.9 g of neutral detergent fiber, and 122.4 g of acid detergent fiber.

The feeding trial period lasted 90 days, and a weaning step-down protocol commenced on day 82, during which the MR allowance was reduced to 50% of the previous week’s volume. Calves were fully weaned by day 89. This abrupt reduction aimed to induce weaning stress for experimental evaluation [19].

### 2.3. Sampling Method

Blood samples were collected via jugular venipuncture by sterile tube without anticoagulation on day 76 (pre-weaning), 83 (mid-weaning), and 90 (post-weaning), prior to the morning feeding. They were subsequently submitted to the SUT hospital for the detection of hematological parameters, which encompassed total protein, globulin, albumin, and complete blood count.

Samples were collected at the end of the experimental period (d 90), prior to morning feeding. Four calves were randomly selected from each group and euthanized using captive bolt stunning and exsanguinated. The abdominal cavity was quickly opened. The jejunum was defined as starting at 100 cm caudal to the pylorus sphincter [20]. Jejunal samples were collected approximately 30 cm proximal to the collateral branch of the cranial mesenteric artery, rinsed three times with sterile phosphate-buffered saline (PBS, pH = 7.0), and immediately placed into sterile RNase-free tubes. The samples were then flash-frozen in liquid nitrogen and stored at −80 °C until RNA extraction.

### 2.4. RNA Extraction and RNA-Seq Library Construction

Total RNA was extracted from the jejunal epithelium using TRIzol reagent (Molecular Research Center, Cincinnati, OH, USA) according to the manufacturer’s instructions. The quality and quantity of the extracted RNA were analyzed using spectrophotometry (NanoDrop 2000 spectrophotometer; Thermo Fisher Scientific, Waltham, MA, USA) and 1% agarose (*w*/*v*) gel electrophoresis with a buffer of 0.5 × TAE. The RNA integrity numbers (RIN) were determined by capillary electrophoresis with a QIAxcel Connect using the QIAxcel ScreenGel Software (version 2.0); all the samples with RIN greater than 6.5 were used to construct the sequencing library.

RNA reverse transcription, library preparation, and RNA-seq were conducted at BGI Co., Ltd. (Shenzhen, China) using standard poly(A)-based enrichment and cDNA synthesis protocols. Libraries were sequenced on the DNBSEQ platform with PE500 read mode. Raw sequencing reads were quality-filtered using SOAPnuke (v1.5.6, RRID:SCR_015025) to remove adapter contamination, low-quality reads, and reads with >5% unknown bases.

### 2.5. Transcriptome Sequencing and Data Analysis

The resulting high-quality reads were retained as clean data and subsequently analyzed using the online multi-omics data mining system (biosys.bgi.com, accessed on 23 February 2025). The data were aligned to the reference *Bos taurus* genome (GeneBank Assembly ID: GCA_002263795.2) using HISAT2 version 2.2.1 [21] with default parameters, and gene-level quantification was performed with RSEM (v1.3.1) [22]. Differential expression analysis was conducted using DESeq2 (v1.4.5) [23], with DEGs defined as those with a fold change ≥ 1 and an adjusted *p* < 0.05. To identify enriched pathways, GO and KEGG enrichment analyses of DEGs were performed in R software (version 4.3.1) using the hypergeometric test, and terms with *p* < 0.05 were considered significantly enriched. The sequencing data have been submitted to the NCBI Gene Expression Omnibus (GEO) under accession number GSE293812.

### 2.6. Validation of DEGs by Quantitative Polymerase Chain Reaction

The RNA was transcribed into complementary DNA (cDNA) with the SweScript All-in-One RT SuperMix (G3337, Servicebio Technology Co., Ltd., Wuhan, China), following the manufacturer’s guidelines. Primers were designed using Primer3 software (https://primer3.ut.ee/, accessed on 23 February 2025) and synthesized by Servicebio Technology Co., Ltd. (Wuhan, China) (Table S1, https://doi.org/10.5281/zenodo.15302330, accessed on 23 February 2025). A total of seven DEGs in the same RNA samples were evaluated by quantitative polymerase chain reaction (qPCR) to verify the reliability and reproducibility of RNA-seq. These DEGs were Beta-1,4-N-Acetyl-Galactosaminyl transferase 2 (B4GALNT2), Fatty Acid-Binding Protein 1 (FABP1), Glutathione S-Transferase Alpha 1 (GSTA1), Paired Box 9 (PAX9), Paired Box 5 (PAX5), Fc Receptor-Like 4 (FCRL4), and Fc Receptor-Like A (FCRLA). The internal reference was Glyceraldehyde-3-phosphate dehydrogenase (GAPDH). The qPCR was carried out on the CFX Connect™ Real-Time PCR System (Bio-Rad, Hercules, CA, USA) using a 15 μL reaction mixture containing 7.5 μL of 2× Universal Blue SYBR Green qPCR Master Mix, 1.5 μL of each primer (10 μM), 2 μL of cDNA, and 4 μL of ddH_2_O. The thermal cycling protocol were: preincubation at 95 °C for 30 s, followed by 40 cycles at 95 °C for 15 s and 60 °C for 45 s (annealing and extension combined).

### 2.7. Statistical Analysis

Normal data distribution was confirmed using the Shapiro–Wilk procedure of SPSS (version 27, Chicago, IL, USA). The data on plasma biochemical parameters were analyzed using the General Linear Model (GLM) in SPSS to analyze variables that were repeatedly measured over time. Sphericity was assessed using Mauchly’s test, with the Greenhouse–Geisser correction applied whenever the assumption was breached. The significance level was set at a *p* value < 0.05.

## 3. Results

### 3.1. Effect of DCLI on Blood Metabolic Parameters in Calves

As shown in Table 1, no interaction between treatment and weaning was observed for any parameter. Postbiotic LIC37 supplementation decreases globulin and total protein levels (*p* < 0.05), without affecting albumin (*p* > 0.05). Additionally, postbiotic LIC37 supplementation significantly increased AGR levels (*p* = 0.027). Moreover, weaning had no effect on albumin and AGR levels (*p* > 0.05); but significantly affected globulin and total protein (TP) levels (*p* < 0.05).

### 3.2. Effect of DCLI on Complete Blood Count in Calves

As shown in Table 2, postbiotic LIC37 supplementation did not affect red blood cells (RBC), hemoglobin (HGB), and hematocrit (HCT) levels (*p* > 0.05). The weaning had no effect on most parameters (*p* > 0.05), but it significantly affected HGB levels (*p* = 0.036). Compared with the CON group, postbiotic LIC37 supplementation significantly decreased the levels of white blood cells (WBC), Neu, and NLR (*p* < 0.05), whereas lymphocyte (Lymp) levels remained unaffected (*p* = 0.126). Furthermore, neither weaning nor the interaction between treatment and weaning had any significant effect (*p* > 0.05) on WBC, Neu, Lymp, or NLR levels, respectively.

### 3.3. Quality of RNA-Seq Reads

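Jejunal tissue was collected on day 90 from 4 calves of the control group (CON) and from 4 calves fed 1 g/d of the dead-cell postbiotic LIC37 (DCLI), and 1 RNA-seq library was made per calf. The libraries are named CON1 to CON4 and DCLI1 to DCLI4. Each library comes from a separate animal, so the spread within a group is the spread between calves. The authors cleaned the reads with SOAPnuke, aligned them to the bovine genome with HISAT2 and quantified them with RSEM. The deposited values are TPM (a share of the library's transcripts, corrected for transcript length), and they were summed here over 50681 transcripts to 17932 genes. Between 12825 and 13552 genes reached a TPM of 1 in the CON libraries (median 13164), and between 12872 and 13247 in the DCLI libraries (median 13066). By the paper's Table 3, the CON libraries hold 43.87 to 45.17 M clean reads (median 44.5 M) and the DCLI libraries 43.9 to 45.15 M (median 44.2 M). A TPM keeps no read count, so no counting interval can be given for a single value. Differences between groups were tested with limma on log2(TPM + 1), for the 13228 genes with a TPM of at least 1 in at least 4 libraries. With a pseudocount of 1, the log2 fold change of a gene with a low TPM is smaller than the log2 ratio of its mean TPM. As in the paper, a DEG needed an adjusted p under 0.05 and an absolute log2 fold change of at least 1. One label of the samples names liver as the tissue of origin. The liver gene ALB had a TPM of at most 1.07 in any library, whereas VIL1, which encodes the brush border protein villin, had a TPM of 117 to 1274.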

A comparative RNA-seq analysis was performed to evaluate the effects of postbiotic supplementation on the transcriptomic profile of the jejunal epithelium in calves. The RNA-seq results for eight jejunal epithelium samples are presented in Table 3. The raw data reads ranged from 45.44 million to 47.19 million, with an average of 46.10 million. After filtering out low-quality reads, contamination, and other artifacts from the raw data, the number of clean reads ranged from 43.87 million to 45.15 million, with an average of 44.43 million. The GC content of clean reads varied from 49.26% to 52.10%, averaging 50.52%. Additionally, at least 95.70% of the reads had a sequence quality score greater than Q30 (percentage of bases with a Phred value ≥ 30). High-quality reads were mapped to the reference genome at a ratio of 97.11% to 98.04%, with an average of 97.53%.

### 3.4. DEGs Analysis

Eight cDNA libraries were constructed to identify DEGs associated with the postbiotic response in the jejunum. 

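Within the CON group, CON4 stood apart from the other libraries. Genes of B cells, which fill the lymphoid follicles of the gut, were abundant in CON4. The TPM of CD79A, a chain of the B cell receptor complex, was 744 in CON4 and at most 20.05 in any other library. The TPM of VPREB3 was 1033 in CON4 and at most 4.98 elsewhere. Enterocyte and brush border genes had a mean level of 4.41 on the log2(TPM + 1) scale in CON4, against 6.67 to 7.75 in the other CON libraries and 7.44 to 7.80 in the DCLI libraries. Genes of ribosomal proteins made up 33.1% of the TPM of CON4 and between 18.5% and 23.2% in the rest. The first principal component held 54.1% of the variance and placed CON4 at 128.0, with the other libraries between -33.4 and -7.49. Across genes, Pearson's r between CON4 and another library was 0.747 to 0.803, and between any pair of the rest it was 0.902 to 0.973. The other libraries also differed in genes that vary along the small intestine. The TPM of FABP6, the bile acid-binding protein of the distal small intestine, was 68963 in CON1, 26023 in CON2 and 50176 in CON3 and 1066 in CON4, and it was 25603 in DCLI3 but 0.76 in DCLI1, 13.2 in DCLI2 and 37.5 in DCLI4. The plot of list levels by calf shows these lists together.

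**Figure D1:**
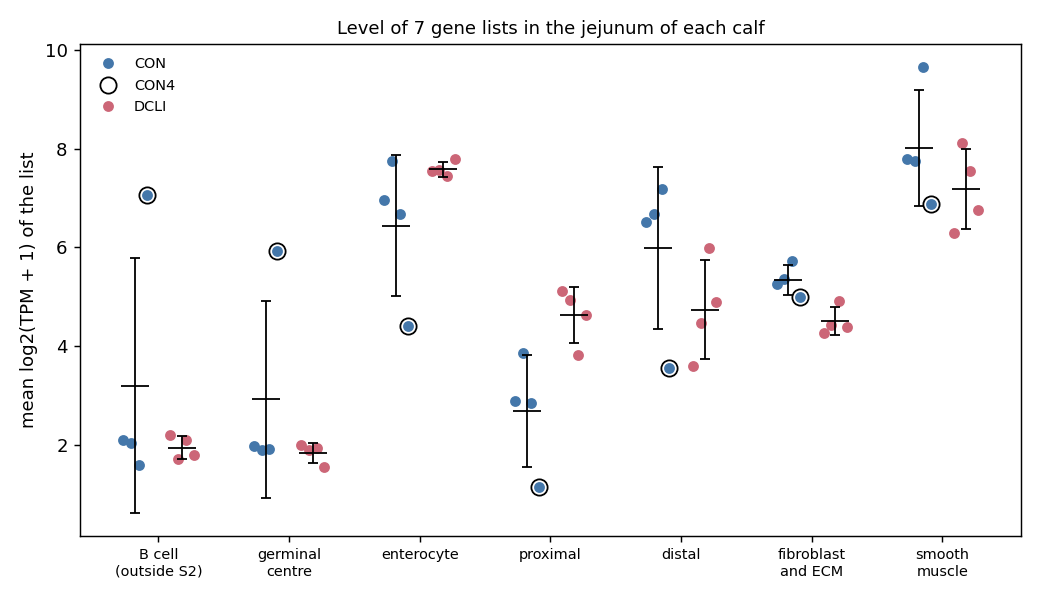
Mean log2(TPM + 1) over the members of each of 7 gene lists (y axis) in each calf, with CON in blue and DCLI in red. Each point is 1 calf, horizontal marks are group means, bars are SDs (n = 4 calves per group), and the ring marks CON4, whose B cell level is 7.06 against 1.60 to 2.20 in the other calves.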

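The genes with the smallest p-values were NOTUM and ARL14, both higher in the DCLI group. NOTUM encodes a secreted inhibitor of Wnt signaling, and its TPM was 3.46 ± 0.614 (SD, n = 4) in DCLI and 0.68 ± 0.128 (SD, n = 4) in CON. ARL14, a small GTPase, had a TPM of 10.9 ± 5.06 (SD, n = 4) in DCLI and 0.753 ± 0.484 (SD, n = 4) in CON. Their log2 fold changes from limma were 1.40 (standard error 0.19) and 2.69 (standard error 0.36), each with an adjusted p of 0.259, so neither passed the threshold. CEACAM1, an adhesion molecule of epithelial cells, had a log2 fold change of 1.78 (standard error 0.31). Among the genes lower in DCLI were LDHB, a subunit of lactate dehydrogenase, with a log2 fold change of -1.28 (standard error 0.29), UCK2, a uridine-cytidine kinase, with -1.20 (standard error 0.27), and CHST3, a chondroitin sulfotransferase, with -1.32 (standard error 0.32). These 4 genes had an adjusted p of 0.692. In all, 0 of the genes tested were DEGs by limma, 0 of them higher and 0 lower. At an unadjusted p under 0.05 there were 937 genes, 541 higher and 396 lower in DCLI, and 5% of the genes tested is 661. There were 438 without DCLI1, 517 without DCLI2 and 567 without DCLI4, while 462 genes were higher and 909 lower with array weights, and 346 and 932 with GC percent as a covariate. Without CON2, 9 genes passed the threshold, all higher in DCLI, among them LCT, MEP1A, FOLH1B and TM4SF5, which are expressed at the surface of epithelial cells. Without DCLI1, 1 gene passed, RGS2 (gene ID 513055, whose symbol is not unique to it), which was lower and is named after its values were seen.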

As illustrated in Figure 1, a total of 76 DEGs were identified, comprising 36 upregulated and 40 downregulated genes. 

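All 76 genes that the paper lists in Table S2 are among the deposited TPM values, and for all 76 the direction was the one in that table. A ratio of mean TPM exists for 73 of them, and its log2 value followed the paper's log2 fold change with Pearson's r = 0.9998 and Spearman's rho = 0.9994 across genes, which are not independent replicates. The other 3 genes, PAX9 among them, were listed at 0 in every DCLI library. Of the 76 genes, 54 passed the filter on low values, 31 of them higher and 23 lower in DCLI. Their log2 fold changes from limma had an r of 0.951 and a rho of 0.957 with those of the paper. By limma, 51 of the 54 had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05. SLC46A1, the intestinal folate carrier, was the nearest to the threshold after NOTUM and ARL14, with a log2 fold change of 1.86 (standard error 0.30, adjusted p = 0.662). For 50 of the 76 genes the 2 groups did not overlap, whereas chance gives 2.86% of genes and 5.39% of all tested genes showed it. These genes were chosen by the paper on the same libraries, so their direction is not independent evidence. Of the 40 genes lower in DCLI, 26 were highest in CON4, and in 13 over 90% of the CON sum came from CON4. Without CON4, the log2 ratio was under -1 for 28 of the 40 and -1 or above for 9, and 3 had no ratio because they were listed at 0 in every DCLI calf, among them PAX9, listed at 0 in every calf but CON4. Of the higher genes, 33 of the 36 still had a log2 ratio of at least 1.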

Detailed information on the DEGs is provided in Table S2 (https://doi.org/10.5281/zenodo.15302330, accessed on 29 April 2025). 

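FABP1, the fatty acid-binding protein of enterocytes and liver, was higher in every DCLI calf than in every CON calf. Its TPM was 12277 in DCLI1, 3733 in DCLI2, 145 in DCLI3 and 5226 in DCLI4, and in CON it was 14.2, 82.3, 4.22 and 0. On the log2(TPM + 1) scale the difference was 8.08 (standard error 1.59, adjusted p = 0.692 from limma). GSTA1, an alpha-class glutathione transferase, had a log2 fold change of 3.43 (standard error 0.70), and ONECUT2, a homeobox transcription factor, had 1.93 (standard error 0.48), both with the same adjusted p. GBA3, the cytosolic beta-glucosidase, and B4GALNT2, a glycosyltransferase, did not reach the filter on low values. With no filter, the log2 fold change was 2.40 for GBA3 (standard error 0.64, adjusted p = 0.758) and 3.02 for B4GALNT2 (standard error 1.45, adjusted p = 0.767). GSTA1 and GBA3 also showed no overlap between the groups. ONECUT2 and B4GALNT2 overlapped between the groups. None of the 5 genes passed the adjusted threshold.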

The genes related to metabolism and immunity were regulated by postbiotic supplementation, such as with Fatty Acid-Binding Protein 1 (FABP1) and Glucosylceramidase Beta 3 (GBA3), as well as by genes associated with intestinal barrier and immunity, such as Beta-1,4-N-Acetyl-Galactosaminyltransferase 2 (B4GALNT2), Glutathione S-Transferase A1 (GSTA1), and One Cut Homeobox 2 (ONECUT2). On the other hand, genes associated with inflammation, such as Paired Box 5 (PAX5), Paired Box 9 (PAX9), Fc Receptor-Like A (FCRLA), and Fc Receptor-Like 4 (FCRL4), showed downregulation, The top 20 upregulated and top 20 downregulated DEGs are presented in Table 4.

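PAX5, the transcription factor that sets B cell identity, PAX9, a developmental transcription factor, and the B cell genes FCRLA and FCRL4 were abundant in CON4 alone. The TPM of PAX5 was 97.0 in CON4 and at most 0.09 in the other CON calves, and 0.035 ± 0.0238 (SD, n = 4) in DCLI. PAX9 had a TPM of 16.9 in CON4 and was listed at 0 in every other library. FCRLA reached 417 in CON4, against 0.13 to 0.62 in the other CON calves and 0.42 ± 0.131 (SD, n = 4) in DCLI. FCRL4 reached 65.1 in CON4, against 0.03 to 0.10 in the other CON calves and 0.0375 ± 0.005 (SD, n = 4) in DCLI. None of them reached the filter, and with no filter each had an adjusted p of 0.802 from limma. Without CON4, the log2 fold change was -0.03 for PAX5, 0.06 for FCRLA and -0.03 for FCRL4. From the lower values of PAX5 and PAX9 in DCLI, the paper proposes that the postbiotic could reduce inflammation.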

### 3.5. GO and KEGG Enrichment Analysis of DEGs

The GO and KEGG pathway analyses were performed on the 76 identified DEGs. The GO analysis classified these DEGs into three categories: biological processes (BP), molecular functions (MF), and cellular components (CC). A total of 352 enriched GO terms were identified, as detailed in Table S3 (https://doi.org/10.5281/zenodo.15302330, accessed on 29 April 2025). 

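Table S3 lists 593 GO terms, and for all of them the P recomputed from the counts in the table was within 1% of the listed P. A P under 0.05 was reached by 225 terms, and a Q (the paper's corrected P) under 0.05 by 16 terms. Of the 593 terms, 489 rest on 1 gene, and so do 189 of the 225. GATM is the only gene behind the creatine terms, MFAP4 behind the term for regulation of collagen metabolism and ROS1 behind the term for columnar and cuboidal epithelial cell development. FABP1, HBA and GSTA1 are behind cellular oxidant detoxification.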

In the BP category, 152 GO terms were significantly enriched. 

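Of the 152 biological process terms of Table S3 with a P under 0.05, 133 rest on 1 gene and 19 on more. A Q under 0.05 was reached by 4 of them. The prostaglandin metabolic process term rests on PTGDS, GSTA1 and LOC782922. PTGDS, prostaglandin D2 synthase, had a TPM of 41.8 ± 10.1 (SD, n = 4) in DCLI and 99.2 ± 16.3 (SD, n = 4) in CON, without overlap between calves, and a log2 fold change of -1.25 (standard error 0.23, adjusted p = 0.692 from limma). LOC782922 had a TPM of 2.14 to 8.38 in DCLI, and 43.0, 14.6, 317 and 5.13 in CON1 to CON4.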

The five most significant GO terms included mitral valve formation (*p* = 4.39 × 10^−5^), positive regulation of metallopeptidase activity (*p* = 8.76 × 10^−5^), prostaglandin metabolic process (*p* = 3.88 × 10^−4^), reproductive process (*p* = 4.05 × 10^−4^), and post-anal tail morphogenesis (*p* = 0.0017). For the MF category, 53 GO terms showed significantly enriched. Among these, the top five GO terms were transmembrane signaling receptor activity (*p* = 0.0065), actin filament binding (*p* = 0.0038), molecular function (*p* = 0.0200), extracellular matrix structural constituent (*p* = 0.0013), and peroxidase activity (*p* = 0.0084). 

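Of the 53 molecular function terms with a P under 0.05, 46 rest on 1 gene, and 12 had a Q under 0.05. FCRLA and FCRL4 are 2 of the 4 genes behind transmembrane signaling receptor activity. The glycoprotein gene GP2, expressed by M cells over lymphoid follicles, is 1 of the 3 genes behind the extracellular matrix structural constituent term. Its TPM was 353 in CON4 and at most 1.37 in any other calf. Peroxidase activity rests on HBA, a hemoglobin chain, and GSTA1. HBA had a TPM of 2367 in CON4, 18.4 to 33.4 in the other CON calves and 10.9 ± 2.67 (SD, n = 4) in DCLI. In every CON calf HBA was above every DCLI calf (log2 fold change -2.72, standard error 1.37, adjusted p = 0.716 from limma).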

In the CC category, 20 GO terms were significantly enriched. 

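Among the 20 cellular component terms with a P under 0.05, 10 rest on 1 gene and 0 had a Q under 0.05, with a smallest Q of 0.201. The tight junction term rests on CLDN4, a claudin. Its TPM was 129 ± 51.9 (SD, n = 4) in DCLI and 32.9 ± 18.8 (SD, n = 4) in CON, a log2 fold change of 1.98 (standard error 0.47, adjusted p = 0.692 from limma). The groups overlapped for CLDN4, with 53.4 in DCLI3 and 58.0 in CON2. TM4SF5, a tetraspanin-like membrane protein, had a TPM of 698, 612, 157 and 672 in DCLI1 to DCLI4, and of 26.5, 159, 19.6 and 21.1 in CON1 to CON4. Without CON2, TM4SF5 passed the threshold with a log2 fold change of 4.32 (adjusted p = 0.0466, against 0.0466 to 0.943 over all alternatives).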

The top five most significant GO terms included membrane (*p* = 0.0031), cellular component (*p* = 0.0140), integral component of Golgi membrane (*p* = 0.0164), extracellular space (*p* = 0.0165), and integral component of plasma membrane (*p* = 0.0189). Figure 2A–C present the 20 most significantly enriched GO terms.

The KEGG pathway analysis of the jejunal epithelial tissue identified eight significantly enriched pathways, namely arachidonic acid metabolism (*p* = 0.0045), drug metabolism—other enzymes (*p* = 0.0020; bta00983), vitamin digestion and absorption (*p* = 0.0036; bta04977), glutathione metabolism (*p* = 0.0182; bta00480), drug metabolism—cytochrome P450 (*p* = 0.0182; bta00982), chemical carcinogenesis—DNA adducts (*p* = 0.0199; bta05204), metabolism of xenobiotics by cytochrome P450 (*p* = 0.0211; bta00980), hepatocellular carcinoma (*p* = 0.0198; bta05225), and platinum drug resistance (*p* = 0.0280; bta01524). 

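No KEGG test was run here. The xenobiotic, vitamin and prostaglandin lists were drawn up for the re-analysis and are not the KEGG gene sets. The vitamin list shares APOA1, APOA4, APOB and SCARB1 with the list of lipid uptake genes. Of 31 tested xenobiotic and drug metabolism genes, 28 were higher in DCLI and 3 lower, with a median log2 fold change of 0.84 (camera of limma, adjusted p = 3.43e-07, and adjusted p = 0.583 with an estimated correlation). CYP2B6, a cytochrome P450, had a TPM of 105 to 379 in DCLI and of 31.5, 29.4, 34.8 and 0.90 in CON. By limma 0 of the 31 genes passed over all genes tested, and 4 when adjusted over the list alone. The xenobiotic list has 3 members in Table S2, GSTA1 (log2 fold change 3.43), GSTT1 (-1.23) and UCK2 (-1.20), so GSTT1 and UCK2 went against the list. The vitamin list also has 3, SLC46A1 and FOLH1B, higher in DCLI, and STRA6, lower. STRA6 did not reach the filter on low values, with a TPM of 29.0 in CON4 and at most 0.92 in the other calves. The prostaglandin list has 2, PTGDS and LOC782922, both lower in DCLI. Of 24 vitamin digestion and absorption genes, 19 were higher, with a median of 0.78 (adjusted p = 2.59e-07, and adjusted p = 0.544 with an estimated correlation), 0 over all genes tested and 2 when adjusted over the list alone. RBP2, the cellular retinol-binding protein of enterocytes, had a TPM of 4219 ± 2096 (SD, n = 4) in DCLI and 843 ± 1157 (SD, n = 4) in CON. The carotenoid-cleaving enzyme BCO1 had 85.4 ± 65.9 (SD, n = 4) and 14.1 ± 26.3 (SD, n = 4). Of 22 prostaglandin and arachidonic acid genes, 7 were higher and 15 lower (median -0.25, adjusted p = 0.196), 0 passed over all genes tested and 1 when adjusted over the list alone. The enterocyte level was lowest in CON4, and without CON4 the medians of the xenobiotic and vitamin lists were both 0.46 (adjusted p = 0.0191 and 0.000764, and adjusted p = 0.636 and 0.482 with an estimated correlation), while the prostaglandin list had -0.52 (adjusted p = 0.000308, and adjusted p = 0.240 with an estimated correlation).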

Figure 2D presents the 20 most enriched KEGG pathways.

### 3.6. qPCR Validation of RNA-Seq

To validate the RNA-seq results, we selected a subset of DEGs for qPCR analysis. Specifically, the expression levels of seven DEGs, including three upregulated genes (e.g., B4GALNT2, FABP1, and GSTA1) and four downregulated genes (e.g., PAX9, PAX5, FCRL4, and FCRLA), were quantified in the jejunal epithelial tissue. 

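In the RNA-seq values, FABP1 and GSTA1 were higher in every DCLI calf than in every CON calf, B4GALNT2 was abundant in DCLI3 and DCLI4, and the other 4 of the 7 genes were highest in CON4. The log2 ratio of mean TPM was 7.73 (jackknife standard error 1.94) for FABP1, 3.77 (standard error 0.94) for GSTA1 and 9.73 (standard error 1.22) for B4GALNT2. It was -9.44 (standard error 6.83) for PAX5, -7.96 (standard error 6.41) for FCRLA and -8.76 (standard error 6.32) for FCRL4, while PAX9 has no ratio because it was listed at 0 in every DCLI calf. Without CON4 it became -0.78 for PAX5, 0.17 for FCRLA and -0.76 for FCRL4. The reference genes GAPDH and ACTB had log2 fold changes of -0.14 (standard error 0.25, adjusted p = 0.872 from limma) and -0.27 (standard error 0.22, adjusted p = 0.760). With array weights or with GC percent as a covariate, GAPDH was 0.04 higher in DCLI.

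**Figure D2:**
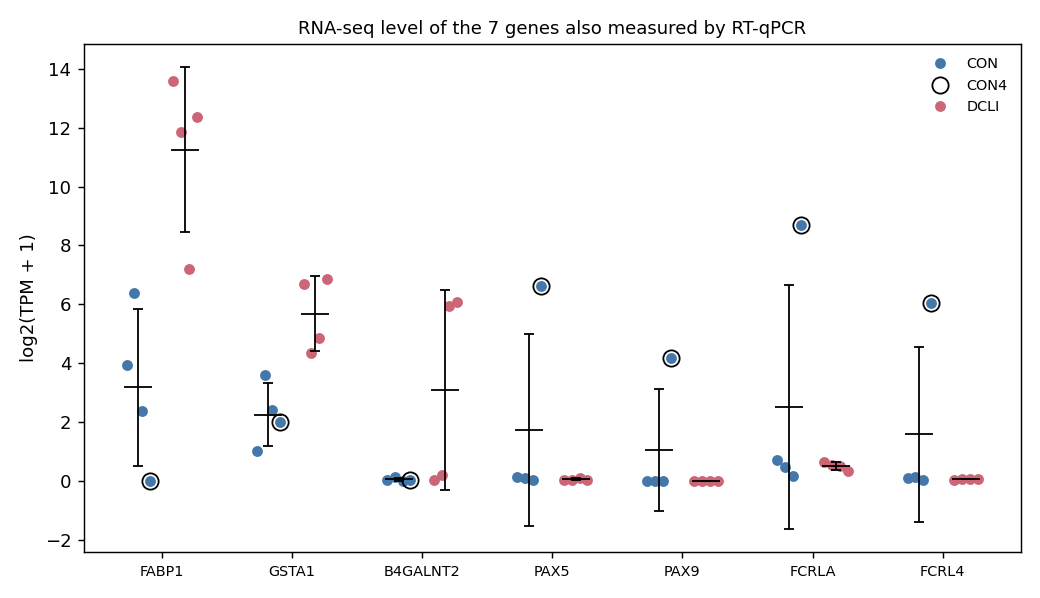
RNA-seq level of 7 genes on a log2(TPM + 1) axis, with 1 point per calf, CON in blue, DCLI in red and a ring around CON4. Horizontal marks are group means and bars are SDs (n = 4 calves per group), and PAX5, PAX9, FCRLA and FCRL4 lie near 0 in every calf but CON4.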

The qPCR results exhibited expression patterns consistent with the RNA-seq data, confirming the reliability and accuracy of our transcriptomic analysis (Figure 3).

## 4. Discussion

### 4.1. DCLI on Blood Parameters in Calves

Under stress conditions, pro-inflammatory factors such as IL-6, TNF-α, and IFN-γ typically increase [24], stimulating B cell proliferation, which in turn elevates globulin levels [25]. In addition, weaning stress increases intestinal permeability [26], leading to the entry of bacterial endotoxins (e.g., Lipopolysaccharide) into the blood and leading to a pro-inflammatory cascade [27], which increases the synthesis of acute phase proteins (APPs). In the present study, we observed elevated serum albumin and globulin levels in calves during weaning, which may be related to weaning stress [28]. Kim et al. reported that feeding calves antioxidants reduced total protein and globulin in the serum of calves during the summer growing period [29]. Therefore, we speculate that the lower levels of total protein and globulin, along with the higher AGR observed in the DCLI group, may indicate a reduction in the stress response due to postbiotic supplementation during weaning. This might due to the postbiotic enhancing intestinal barrier function [30] and reducing the penetration of harmful microorganisms and toxins [31], thereby reducing the degree of immune activation of the body. These findings align with previous studies. Wang et al. found that feeding neonatal calves with low-compound probiotics decreased total protein and globulin levels [32].

As the main component of red blood cells (RBCs), HGB directly participates in the transport of oxygen and carbon dioxide [33]. Weaning stress may activate the hypothalamic–pituitary–adrenal (HPA) axis, leading to increased cortisol production [34], which in turn may stimulate erythropoietin (EPO) to release additional HGB [35], thereby accelerating oxygen transport. On the other hand, weaning stress can cause intestinal disorders like diarrhea, leading to dehydration [36], which often alters HCT, HGB, TP, and electrolyte levels [37]. Consistent with changes in TP levels, weaning increased HGB, and a numerical increase in HCT values was also observed (*p* > 0.05), suggesting that there may be mild dehydration in calves. However, no obvious diarrhea was observed during weaning. Unfortunately, analyses of EPO and electrolytes were not included in this study, and we intend to investigate and validate them more comprehensively in subsequent studies. Consistent with our results, Ayyat et al. reported that feeding calves *Lactobacillus plantarum* did not affect HGB levels, whereas the weaning period led to an increase in HGB levels [38].

Neutrophils are key effector cells of the innate immune system [39], serving as the first line of defense against pathogens [40]. They respond to various signals by producing cytokines and inflammatory factors that regulate both inflammation and immune responses [41,42]. Weaning stress can activate the HPA axis in calves, leading to increased cortisol levels [34], which subsequently trigger a systemic stress response and an increase in neutrophil level [43]. In the present study, we observed a reduction in neutrophil count and NLR, along with stable lymphocyte levels, suggesting a potential attenuation of systemic inflammation and stress response in postbiotic-supplemented calves. This decline in neutrophil levels further echoes the previous decrease in globulin levels. This may be attributed to postbiotic improved gut barrier function and reduced microbial translocation, leading to decreased immune activation [44]. These findings align with the previous study of Izuddin et al. [45], who reported that post-weaning lambs fed postbiotics from *L. plantarum* RG14 exhibited significantly lower WBC and neutrophil levels, suggesting that postbiotics help modulate immune homeostasis by reducing unnecessary innate immune activation while maintaining adaptive immune functions.

### 4.2. DEGs in the Jejunum Epithelium

In ruminants, the rumen is not fully developed before weaning, making the small intestine the primary organ responsible for nutrient absorption and immune function [46]. A major function of the intestinal epithelium is to transport and present dietary and bacterial antigens to the immune system [47]. The transcriptome of the small intestinal epithelium may provide insights into key genes involved in the regulation of nutrient metabolism and immune function. Postbiotics contain cell wall components such as S-layer proteins and exopolysaccharides, which display antioxidant and antimicrobial properties [48,49]. Furthermore, they may aid in preventing pathogen adhesion to the gut [50], thereby acting as protectors of intestinal health. In the present study, we identified multiple genes associated with immune response and inflammation, metabolism and detoxification, and cellular signaling.

Among these, FABP1 was highly expressed in bovine jejunal epithelium and involved in fatty acid metabolism [51], which exerts a cytoprotective role by binding toxic molecules like free fatty acids and heme [52], while its antioxidant activity, driven by methionine and cysteine residues, helps reduce reactive oxygen species (ROS) production [53]. Previous studies have reported downregulated expression of FABP1 in the intestines of broilers under stress, such as heat stress [54] and high stocking density [55]. Consistent findings have been reported in monogastric animals. For instance, Wang et al. reported that feeding broilers with *Lactobacillus plantarum* 16 significantly upregulated mRNA expression of FABP1 in the ileal mucosa, which resulted in better transport and absorption of nutrients [56]. Similarly, an increased expression of FABP1 and CAT1 genes were observed in the ileal mucosa of broilers fed with *Bacillus subtilis* [55]. 

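FABP1 belongs to a list of lipid uptake and chylomicron genes. The list has 2 members in Table S2. Of its 19 tested members, 17 were higher in DCLI and 2 lower, with a median log2 fold change of 2.05 (camera of limma, adjusted p = 9.11e-10, and adjusted p = 0.544 with an estimated correlation). By limma 0 passed over all genes tested and 2 when adjusted over the list alone. The apolipoprotein genes APOA4 and APOC3 had a mean TPM of 4358 ± 2498 (SD, n = 4) and 16087 ± 7485 (SD, n = 4) in DCLI, and of 1234 ± 1265 (SD, n = 4) and 4394 ± 4963 (SD, n = 4) in CON. MOGAT1, an acyltransferase of triacylglycerol synthesis, was higher in every DCLI calf than in every CON calf, at 18.2 ± 5.81 (SD, n = 4) against 4.36 ± 2.38 (SD, n = 4). FABP2, the intestinal fatty acid-binding protein, had a TPM of 19799.6 in CON2, above 3 of the DCLI calves. In CON4, which also had the lowest enterocyte level, APOA4 was at 27.1 and APOC3 at 54.7. The list had a median of 1.00 without CON4 (adjusted p = 1.97e-07, and adjusted p = 0.482 with an estimated correlation).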

In the present study, we observed that the FABP1 gene was significantly upregulated in the DCLI group compared with the control group, suggesting that the postbiotic enhances FABP1 expression to bind toxic macromolecules while simultaneously inhibiting reactive oxygen species production, thereby providing comprehensive protection to intestinal epithelial cells.

Among the DEGs, B4GALNT2 is a glycosyltransferase responsible for synthesizing Sd(a)/Cad-antigen-like structures [57], which enhance intestinal barrier function, infection resistance, and immune homeostasis through glycosylation regulation, playing a crucial role in maintaining gut health [58]. 

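B4GALNT2 (gene ID 508108) was abundant in 2 of the calves. Its TPM was 60.5 in DCLI3 and 66.7 in DCLI4, and 0.03 in DCLI1 and 0.16 in DCLI2. In CON it was at most 0.09. The mean was 31.9 ± 36.8 (SD, n = 4) in DCLI and 0.0375 ± 0.0378 (SD, n = 4) in CON, so the mean of DCLI was 849 times that of CON. The groups overlapped, and the difference of means had p = 0.114 in a 2-sided exact permutation test of 4 calves against 4.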

In the present study, the expression of B4GALNT2 was significantly upregulated in the DCLI group, with a 7.44-fold change compared to the CON group. This upregulation was indicative of the postbiotic promoting the synthesis of numerous carbohydrate structures required for building Sd(a)/Cad-antigen-like structures, which confer protection to the jejunal epithelium. Similarly, Jiang et al. reported that feeding lactating cows with *Saccharomyces cerevisiae* fermentation product upregulated expression of B4GALNT2, thereby enhancing the ileum’s ability to defend against harmful molecules or microorganisms [59].

We observed that postbiotic LIC37 supplementation leads to an upregulation of GBA3 expression in the jejunal epithelium of calves. 

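The TPM of GBA3 (gene ID 539625) was 10.8, 3.40, 0.62 and 13.4 in DCLI1 to DCLI4, and 0.05, 0.49, 0 and 0 in CON1 to CON4. Every DCLI calf was above every CON calf, although DCLI3 and CON2 were close to each other. A 2-sided exact permutation test of 4 calves against 4 gave p = 0.029, the smallest p the design allows, and 0.115 after adjustment over the named genes. Some named genes were chosen for having no overlap between the groups, which fixes this same p. The adjusted value therefore does not correct for how the named genes were chosen. LCT, which encodes the brush border lactase, had the same order, with a TPM of 63.7 in DCLI3 and 52.8 in CON2. The other DCLI calves had 239.95 to 518 and the other CON calves at most 0.09. Its log2 fold change was 6.41 (standard error 1.29, adjusted p = 0.692 from limma), and without CON2 it was 7.83 (adjusted p = 0.0124, against 0.0124 to 0.943 over all alternatives).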

GBA3 is an enzyme with broad substrate specificity, capable of hydrolyzing various plant-derived β-glucosides, including phenolic glucosides, cyanogenic glucosides, isoflavones, and flavones [60]. The upregulation of GBA3 indicates an enhanced capacity of the intestine to process dietary plant glucosides [61]. These glucosides may be converted into more absorbable forms through hydrolysis and removal of their sugar moieties, thereby reducing their toxic effects on the host [62]. These findings indicate that postbiotic LIC37 supplementation may promote the absorption of these nutrients and reduce their potential toxic impact on the host by upregulating GBA3, which enhances intestinal detoxification and metabolic capacity for these dietary glucosides.

Glutathione S-Transferase A1 (GSTA1) exhibits GSH-dependent steroid isomerase activity as well as GSH-dependent selenium-independent peroxidase activity [63]. It has been demonstrated to protect cells from the detrimental effects of reactive oxygen species (ROS)-induced lipid peroxidation during oxidative stress caused by various factors [64]. In addition, GSTA1 also protects cells by binding to GSH and mitigating oxidative stress, thereby reducing subsequent lipid peroxidation [65]. Furthermore, a key function of GSTA1 is its role in inhibiting stress signaling kinases (JNK), which in turn influences the activation of caspases and the apoptosis cascade within the cell [66]. A previous study reported that treatment with antioxidants can reduced the apoptosis of porcine enterocytes by upregulating the expression of GSTA1 and regulating glutathione-related redox homeostasis [67]. 

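The TPM of GSTA1 (gene ID 777644) was 66.0 ± 49.6 (SD, n = 4) in DCLI and 4.83 ± 4.33 (SD, n = 4) in CON. The lowest DCLI calf had 19.1 and the highest CON calf 11.0. The glutathione genes as a list, GSTA1 included, had no common direction. Of 29 tested members of the list, 15 were higher in DCLI and 14 lower, with a median log2 fold change of 0.03 (camera of limma, adjusted p = 0.319). By limma 0 passed over all genes tested and 2 when adjusted over the list alone, and 2 members, GSTA1 and GSTT1, are in Table S2. The mean level of the list was 4.09 on the log2(TPM + 1) scale in CON4 and 4.59 to 4.85 in the other calves, and without CON4 the median was -0.17 (adjusted p = 0.564). GSTT1, a theta-class transferase, was lower in DCLI, with a TPM of 5.69 ± 1.81 (SD, n = 4) against 14.7 ± 4.81 (SD, n = 4) in CON and a log2 fold change of -1.23 (standard error 0.29, adjusted p = 0.692).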

Consistently, postbiotic LIC37 upregulated expression of GSTA1 in the jejunal epithelium of calves. This upregulation of GSTA1 may contribute to the protection of the intestinal epithelium by enhancing cellular antioxidant defenses and mitigating oxidative stress. Specifically, by increasing GSTA1 levels, postbiotic LIC37 supplementation may reduce oxidative damage, limit inflammation, and prevent cell apoptosis, ultimately supporting the integrity and function of the jejunal epithelium under stress conditions.

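The TPM of ONECUT2 (gene ID 782542) was 9.95, 5.84, 1.2 and 3.43 in DCLI1 to DCLI4, and 0.24, 1.2, 0.22 and 0.04 in CON1 to CON4. It is one of a list of genes expressed mainly in the proximal small intestine, with 3 members in Table S2. All 11 tested members of that list were higher in DCLI, with a median log2 fold change of 1.86 (camera of limma, adjusted p = 4.13e-10, and adjusted p = 0.338 with an estimated correlation), 0 by limma over all genes tested and 5 when adjusted over the list alone. GATA4, the transcription factor of the proximal intestine, had a TPM of 40.7 to 74.8 in DCLI, and 14.6, 42.9, 1.22 and 0.15 in CON. S100G, the intestinal calcium-binding protein, had 10962, 5854, 228 and 591 in DCLI1 to DCLI4, and 14.3, 547, 36.2 and 3.55 in CON1 to CON4. Of the 10 tested distal small intestine genes, 8 were lower in DCLI, with a median of -0.63 (adjusted p = 0.0923), and 0 passed over all genes tested or when adjusted over the list alone. The bile acid transporter gene SLC10A2 had a TPM of 124, 53.4, 315 and 21.2 in CON, and 0.86, 9.38, 51.6 and 6.43 in DCLI. The median without CON4 was 0.88 for the proximal list (adjusted p = 1.77e-06, and adjusted p = 0.304 with an estimated correlation) and -1.54 for the distal list (adjusted p = 1.85e-05, and adjusted p = 0.482 with an estimated correlation).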

In the present study, we observed that postbiotic LIC37 supplementation enhances the expression of ONECUT2 in the jejunal epithelium of calves. This finding is consistent with previous research, indicating the crucial role of ONECUT2 in regulating cell proliferation, migration, adhesion, differentiation, and metabolism across various tissues such as the liver, pancreas, retina, neurons, and the immune system [68,69]. In particular, ONECUT2 has been shown to be essential for the development and differentiation of cells in these tissues. In ONECUT2 knockout mice, the lack of this gene led to failure to thrive during the critical period before weaning, with a 25–30% reduction in size and weight by postnatal day 19 and a higher mortality rate (only 70% survived before weaning) [70]. These findings highlight the importance of ONECUT2 in early development and suggest that postbiotic LIC37 supplementation may support the jejunal growth and differentiation of calves, potentially enhancing stress resistance during the weaning period. By upregulating ONECUT2, postbiotic LIC37 supplementation could contribute to maintaining intestinal barrier integrity, enhancing epithelial cell proliferation and differentiation, and reducing stress-related damage in the jejunum. Similarly, Jiang et al. reported that feeding lactating cows with a *Saccharomyces cerevisiae* fermentation product significantly upregulated the expression of ONECUT2 in the ileal epithelium [59].

On the other hand, the expressions of PAX5 and PAX9 were downregulated by postbiotic LIC37 supplementation. PAX5 and PAX9 are members belonging to the Pax gene family, which is involved in regulating various biological processes [71]. Specifically, PAX5 has been shown to inhibit several biological activities of B cells, including cell–cell communication, cell adhesion, cellular metabolism, migration, and nuclear processes [72]. The downregulation of PAX5 may increase PTEN expression and inhibit the PI3K-AKT signaling pathway, thereby reducing the secretion of TNF-α and IL-6 [73]. Regarding PAX9, while its role has been primarily studied in skeletal development [74,75], recent findings suggest a potential interaction between PAX9 and the NF-κB pathway [76], which is involved in oxidative stress, immune responses, and inflammation in the intestine [77]. Therefore, the downregulation of PAX5 and PAX9 by postbiotic LIC37 supplementation could further contribute to reducing inflammation and promoting intestinal health by modulating immune-related pathways.

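Genes of inflammatory cytokines and NF-kB targets did not pass the test as a group. Of 26 tested members of the list, 9 were higher in DCLI and 17 lower, with a median log2 fold change of -0.13 (camera of limma, adjusted p = 0.318), and 0 passed over all genes tested or when adjusted over the list alone. TNF had a TPM of 5.69 ± 1.52 (SD, n = 4) in DCLI and 6.16 ± 2.14 (SD, n = 4) in CON. IL6 had a TPM of at most 0.42 in any calf, and IFNG had 2.90 ± 2.28 (SD, n = 4) in DCLI and 1.22 ± 0.44 (SD, n = 4) in CON. Their log2 fold changes were -0.08 for TNF (standard error 0.30), 0.02 for IL6 (standard error 0.12) and 0.64 for IFNG (standard error 0.42). Members of the list went both ways. ICAM1, an adhesion molecule of activated endothelium, was lower in every DCLI calf than in every CON calf (log2 fold change -1.23, standard error 0.37), and IL18, a cytokine of the epithelium, was higher (log2 fold change 1.14, standard error 0.30), both with an adjusted p of 0.692 from limma. NOS2 had a TPM of 2.21, 4.62, 29.4 and 0.50 in DCLI1 to DCLI4 and 13.2, 11.6, 59.0 and 21.3 in CON1 to CON4. TNF was 0.08 higher in DCLI without CON4 and 0.11 higher without DCLI4.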

We also observed that both FCRLA and FCRL4 genes were downregulated by postbiotic LIC37 supplementation, which may imply that postbiotic LIC37 supplementation could potentially help modulate immune responses by reducing the expression of these Fc receptor-like family members [78]. 

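Other B cell genes were abundant in CON4 as well. Of the B cell genes outside Table S2, all 11 tested members were lower in DCLI, with a median log2 fold change of -1.44 (camera of limma, adjusted p = 0.0134, and adjusted p = 0.632 with an estimated correlation), and 0 passed over all genes tested or when adjusted over the list alone. MS4A1, which encodes CD20, had a TPM of 385 in CON4 and 0.35 to 1.33 in the other calves, and CD79B had 598 in CON4 and 0.44 to 3.20 in the others. All 9 tested germinal centre and follicular dendritic cell genes were lower as well, with a median of -1.15 (adjusted p = 0.0115, and adjusted p = 0.613 with an estimated correlation). Among the B cell and follicle genes that Table S2 lists, CR2, the complement receptor of follicular dendritic cells and B cells, had a TPM of 278 in CON4 and 0.22 to 1.10 in the others, and SIGLEC10 had 517 and 0.64 to 1.78. With CON4 left out, the median was 0.046 for the B cell list (adjusted p = 0.739) and -0.20 for the germinal centre list (adjusted p = 0.354), while MS4A1 had a log2 fold change of 0.17 and CD79B of 0.09. The 9 plasma cell genes had a median of 0.19 (adjusted p = 0.570).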

Given that FCRLA and FCRL4 are involved in the regulation of immune function and differentiation of B cells, the downregulation of these genes might be beneficial in attenuating inflammation and potentially promoting immune homeostasis [79,80]. Specifically, FCRL4 has been shown to act as a molecular switch in B cells, inhibiting adaptive immune signaling (such as BCR signaling) while enhancing innate immune signaling (e.g., TLR9 signaling) [80,81]. Therefore, postbiotic LIC37-induced downregulation of FCRLA and FCRL4 could contribute to a shift toward a more balanced immune response, potentially promoting a less pro-inflammatory environment and supporting intestinal health.

### 4.3. GO and KEGG Analysis

The GO analysis provides valuable insights into gene functions, elucidating key biological processes, molecular functions, and cellular components. In the present study, we identified several GO terms associated with intestinal barrier integrity and development, including columnar/cuboidal epithelial cell development, negative regulation of extracellular matrix assembly, regulation of collagen metabolic process, and tight junction. These findings suggest that postbiotic LIC37 supplementation may reduce immune activation induced by weaning stress. Additionally, GO terms related to antioxidant capacity, such as cellular oxidant detoxification, glutathione metabolic process, glutathione transferase activity, and peroxidase activity, indicate that postbiotic supplementation may enhance oxidative detoxification, thereby improving intestinal cell survival and reducing free radical damage. Furthermore, we identified GO terms associated with metabolic processes, including creatine metabolic process, creatine biosynthetic process, regulation of phosphate transport, and sterol-transporting ATPase activity, suggesting that postbiotic LIC37 supplementation may optimize nutrient absorption through these pathways.

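All 18 fibroblast and extracellular matrix genes were lower in DCLI, with a median log2 fold change of -0.73 (camera of limma, adjusted p = 4.13e-10, and adjusted p = 0.338 with an estimated correlation). By limma 0 of them passed over all genes tested and 4 when adjusted over the list alone, and 3 are in Table S2. COL1A1 and COL1A2, the chains of type I collagen, had a TPM of 53.2 ± 18.4 (SD, n = 4) and 43.0 ± 16.1 (SD, n = 4) in DCLI, and of 113 ± 28.5 (SD, n = 4) and 88.0 ± 9.35 (SD, n = 4) in CON. COL6A1 and COL6A2, chains of type VI collagen of which COL6A2 is not in the list, had log2 fold changes of -1.13 (standard error 0.29) and -1.20 (standard error 0.30). MFAP4, a microfibril protein and the gene behind the collagen metabolic process term of Table S3, had a TPM of 18.1 ± 5.81 (SD, n = 4) in DCLI and 57.2 ± 30.9 (SD, n = 4) in CON. The mean level of the list was lower in each DCLI calf than in each CON calf (2-sided exact permutation test, p = 0.029, and 0.241 after adjustment over the lists). The level of the neutrophil list, lower in DCLI, and those of the tight junction and creatine lists, higher in DCLI, gave the same p and adjusted p. The fibroblast list had a median of -0.95 without CON4 (adjusted p = 2.67e-15, and adjusted p = 0.262 with an estimated correlation). All 10 smooth muscle genes were lower in DCLI too, with a median of -0.93 (adjusted p = 0.00488, and adjusted p = 0.613 with an estimated correlation), and 0 passed over all genes tested or when adjusted over the list alone. Their median was -1.28 without CON4 (adjusted p = 1.85e-05, and adjusted p = 0.482 with an estimated correlation), and the call was lost without CON3 (adjusted p = 0.257). ACTA2, smooth muscle actin, had a TPM of 249 ± 61.0 (SD, n = 4) in DCLI and 573 ± 322 (SD, n = 4) in CON. Of 17 tight junction and barrier genes, 2 of them in Table S2, 16 were higher in DCLI, with a median of 0.54 (adjusted p = 0.00019, and adjusted p = 0.583 with an estimated correlation), 0 over all genes tested and 2 when adjusted over the list alone. CLDN15, a claudin of the small intestine, had a TPM of 176 to 206 in DCLI, 125 to 194 in CON1 to CON3 and 13.8 in CON4. The tight junction list had a median of 0.02 without CON4 (adjusted p = 0.400).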

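Antioxidant genes outside the glutathione list showed no common direction. Of 17 tested members, 10 were higher in DCLI and 7 lower, with a median log2 fold change of 0.17 (camera of limma, adjusted p = 0.235), and 0 passed over all genes tested or when adjusted over the list alone. Without CON4, which had the lowest level of the list, the median was -0.03 (adjusted p = 0.739). SOD2, the mitochondrial superoxide dismutase, had a TPM of 124 ± 25.8 (SD, n = 4) in DCLI and 81.6 ± 8.49 (SD, n = 4) in CON, a log2 fold change of 0.58 (standard error 0.20, adjusted p = 0.692 from limma).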

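The creatine terms of Table S3 rest on GATM, the enzyme of the committed step of creatine synthesis. Its TPM was 66.2 ± 33.0 (SD, n = 4) in DCLI and 13.1 ± 6.94 (SD, n = 4) in CON, without overlap between calves, and its log2 fold change was 2.23 (standard error 0.46, adjusted p = 0.692 from limma). The 5 tested creatine genes were all higher in DCLI, with a median log2 fold change of 0.59 (camera of limma, adjusted p = 0.0073, and adjusted p = 0.544 with an estimated correlation), 0 over all genes tested and 1 when adjusted over the list alone. CKMT1A, a mitochondrial creatine kinase, had a TPM of 636 ± 60.4 (SD, n = 4) in DCLI and 429 ± 275 (SD, n = 4) in CON, where CON4 had 74.4. Without CON4, the median of the creatine list was 0.26 (adjusted p = 0.218). Of 8 tested sterol transport genes, 6 were higher, with a median of 0.55 (adjusted p = 0.0923), 0 over all genes tested and 1 when adjusted over the list alone. The 1 member of the list in Table S2, ABCG1, is not among the 8, because it did not reach the filter on low values. The paper lists ABCG1 as lower in DCLI. SOAT2, the sterol acyltransferase of enterocytes, had a TPM of 51.7 ± 21.9 (SD, n = 4) in DCLI and 9.03 ± 12.7 (SD, n = 4) in CON. Without CON4, the median of the sterol list was 0.07 (adjusted p = 0.345).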

In the present study, we used postbiotics to alleviate the inflammatory response in the intestinal tract of calves and speculated that it would significantly affect immune response in the jejunum. We found that the DEGs were significantly enriched in drug metabolism—other enzymes; vitamin digestion and absorption; glutathione metabolism; drug metabolism—cytochrome P450; hepatocellular carcinoma; chemical carcinogenesis—DNA adducts; and metabolism of xenobiotics by cytochrome P450. Among these, cytochrome P450-related pathways are mainly responsible for the biotransformation of exogenous compounds [82]. Glutathione (GSH) serves as a crucial antioxidant and detoxifying molecule, playing a key role in cellular defense, heavy metal chelation, and chemical detoxification [83]. Likewise, vitamins are essential for immune regulation, antioxidant protection, and energy metabolism [84]. Similar findings have been reported in previous research. For instance, in a transcriptome study of the ileal epithelium of lactating cows fed *Saccharomyces cerevisiae* fermentation product, significant enrichment was also observed in drug metabolism—other enzymes, glutathione metabolism, and drug metabolism—cytochrome P450 [59]. Similarly, Zhang et al. found that feeding weaned piglets with *Lactobacillus* led to significant enrichment in arachidonic acid metabolism, vitamin digestion and absorption, and metabolism of xenobiotics by cytochrome P450 [85]. Consistently, our study found that dietary supplementation with postbiotic LIC37 influenced similar pathways, suggesting that the postbiotic may modulate intestinal homeostasis by regulating detoxification, oxidative stress defense, and nutrient metabolism.

## 5. Conclusions

This study demonstrates that dietary supplementation with postbiotics from dead-cell *Lactobacillus ingluviei* C37 positively influence intestinal health in calves. Postbiotic supplementation reduced globulin and neutrophil levels, indicating its potential to mitigate systemic inflammation. Transcriptomic analysis revealed that the postbiotic modulates key pathways involved in nutrient metabolism and immune regulation by upregulating genes such as FABP1, B4GALNT2, and GSTA1, while downregulating pro-inflammatory genes like PAX5 and PAX9. These findings suggest that postbiotic LIC37 enhances intestinal barrier function and promotes immune homeostasis, thereby supporting calf health during the critical weaning period. Thus, postbiotic LIC37 represents a promising and sustainable feed additive with broad applications in ruminant nutrition.

## Figures and Tables

**Figure 1:**
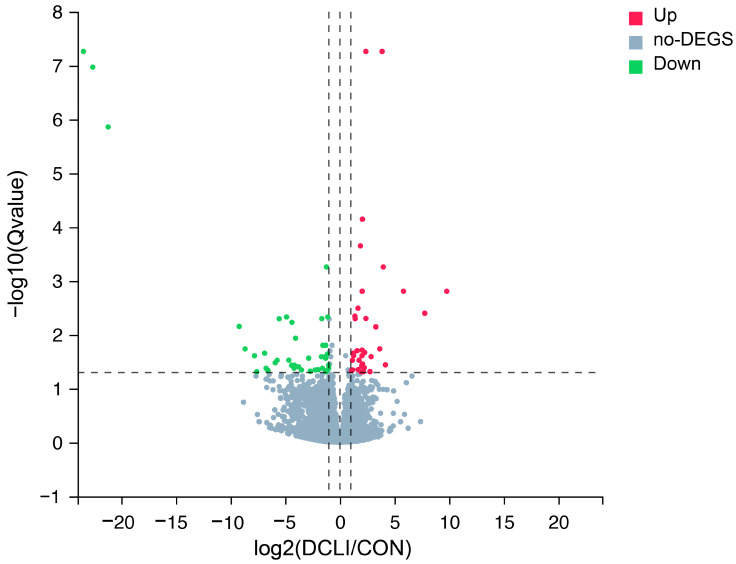
Volcano plot of differentially expressed genes in the jejunal tissue of calves. The genes meeting the conditions of adjusted *p* (Q value) < 0.05 and |log2 FC| ≥ 1 are considered as significant differentially expressed genes (DEGs), with red and green dots representing upregulated and downregulated transcripts, respectively. The vertical dashed lines represent the fold change thresholds, and the horizontal dashed line indicates the significance threshold. Gray dots represent insignificant DEGs. The x and y axes of the volcano plots show the log2 fold changes and –log10 q value, respectively.

**Figure 2:**
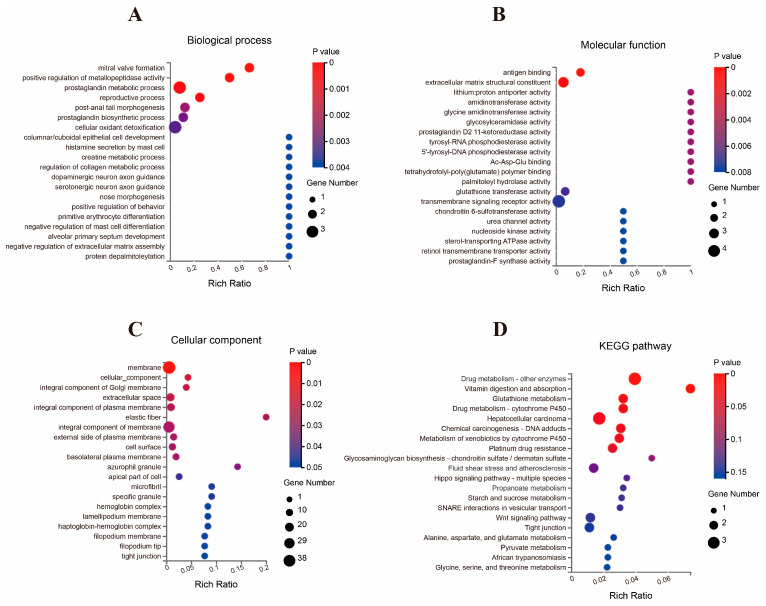
Top 20 enriched gene ontology terms of differentially expressed genes in the jejunal tissue of calves. (**A**) Biological process, (**B**) molecular function, (**C**) cellular component, (**D**) KEGG pathway. The circle size in each term corresponds to the number of genes. The circle’s color goes from blue to red, indicating a lower *p* value.

**Figure 3:**
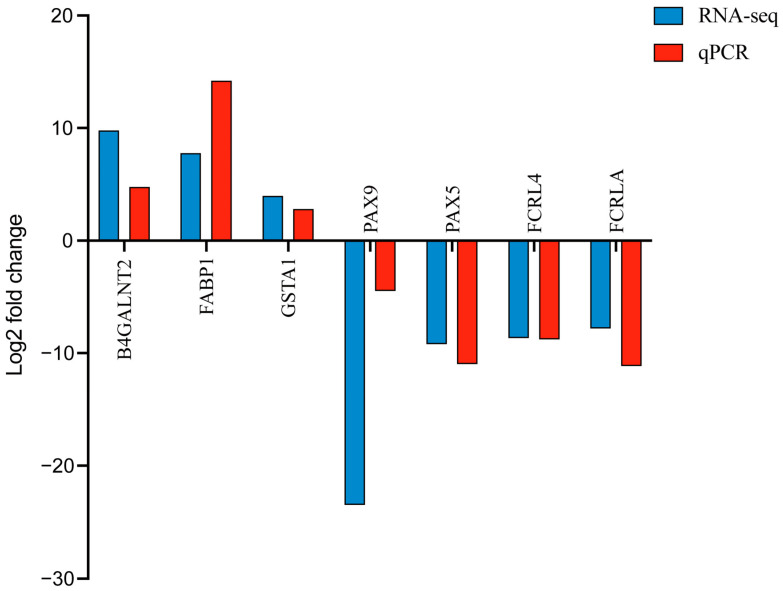
Quantitative PCR (qPCR) was employed to validate five DEGs in RNA-seq analysis. The *x*-axis denotes the genes, while the *y*-axis shows their mRNA expression levels as fold-change (FC) values. Expression levels obtained from RNA-seq and qPCR are illustrated by blue and red bars, respectively. B4GALNT2, Beta-1,4-N-Acetyl-Galactosaminyl transferase 2; FABP1, Fatty Acid-Binding Protein 1; GSTA1, Glutathione S-Transferase Alpha 1; PAX9, Paired Box 9; PAX5, Paired Box 5; FCRL4, Fc Receptor-Like 4; FCRLA, Fc Receptor-Like A.

**Table 1:** Effect of DCLI on blood metabolic parameters in calves.

	Time ^1^									
	Day 76		Day 83		Day 90			*p* Value ^2^		
Item ^3^	CON	DCLI	CON	DCLI	CON	DCLI	SEM	Group	Time	G × T
Albumin, g/dL	2.79	2.87	2.91	2.97	3.14	3.34	0.069	0.433	0.078	0.299
Globulin, g/dL	3.31	2.76	3.61	3.01	3.87	3.37	0.087	0.008	0.006	0.596
AGR	0.85	1.04	0.81	0.99	0.82	1.01	0.029	0.027	0.091	0.921
Total protein, g/dL	6.10	5.53	6.53	5.63	7.01	6.71	0.117	0.027	0.002	0.252

^1^ Sampling time. ^2^ G × T, the interaction between group and time. ^3^ CON, control group (base diet); DCLI, base diet with 1 g of postbiotic (10^8^ CFU/g of postbiotic LIC37); SEM, standard error of the mean; AGR, the ratio of albumin to globulin.

**Table 2:** Effect of DCLI on complete blood count in calves.

	Time ^2^									
	Day 76		Day 83		Day 90			*p* Value ^3^		
Item ^1^	CON	DCLI	CON	DCLI	CON	DCLI	SEM	Group	Time	G × T
RBC, ×10^6^ cells/mm^3^	8.13	8.19	8.64	8.26	8.43	8.21	0.222	0.723	0.563	0.213
HGB, g/dL	7.77	7.89	9.07	9.26	8.74	8.90	0.230	0.740	0.036	0.930
HCT, %	24.43	25.71	27.43	28.57	27.57	27.36	0.612	0.555	0.137	0.248
WBC, ×10^3^ cells/mm^3^	10.23	7.70	11.29	8.50	12.44	9.77	0.385	0.006	0.155	0.938
Neu, ×10^3^ cells/mm^3^	3.31	1.95	4.40	2.59	5.11	3.10	0.243	0.003	0.192	0.411
Lymp, ×10^3^ cells/mm^3^	6.69	5.44	6.37	5.63	6.65	5.96	0.226	0.126	0.614	0.370
NLR	0.54	0.36	0.69	0.46	0.77	0.51	0.036	0.009	0.686	0.605

^1^ RBC, red blood cell count; HGB, hemoglobin; HCT, hematocrit; WBC, white blood cell count; Neu, neutrophils; Lymp, lymphocytes; NLR, the ratio of neutrophil to lymphocyte; CON, control group (base diet); DCLI, base diet with 1 g of postbiotic (10^8^ CFU/g of postbiotic LIC37); SEM, standard error of the mean; AGR, the ratio of albumin to globulin. ^2^ Sampling time. ^3^ G × T, the interaction between group and time.

**Table 3:** RNA-sequencing reads and mapping rates in the jejunal tissue in calves.

Sample Name	Raw Reads (Million)	Clean Reads (Million)	GC Content (%)	Clean Reads Q30 (%) ^1^	Total Mapping (%)
CON1	45.44	43.87	52.10	95.88	97.27
CON2	47.19	45.17	50.95	96.12	97.22
CON3	45.44	44.38	50.27	95.93	97.69
CON4	47.19	44.57	50.67	96.22	98.04
DCLI1	47.19	45.15	50.44	96.06	97.11
DCLI2	45.44	44.30	49.26	95.87	98.01
DCLI3	45.44	44.08	49.78	95.74	97.67
DCLI4	45.44	43.90	50.68	95.70	97.23
Average	46.10	44.43	50.52	95.94	97.53

^1^ Q30 indicates the percentage of bases with a Phred value ≥ 30.

**Table 4:** Top 20 upregulated and downregulated differentially expressed genes affected by DCLI in the jejunal tissue of calves.

Gene ID	Symbol ^1^	Log2 Fold Change	Q Value ^2^	Regulated
508108	B4GALNT2	9.7874	1.55 × 10^−3^	Up
327700	FABP1	7.7692	3.97 × 10^−3^	Up
539625	GBA3	5.8228	1.55 × 10^−3^	Up
786706	-	4.1697	3.61 × 10^−2^	Up
777644	GSTA1	3.9776	5.49 × 10^−4^	Up
539937	ARL14	3.8660	5.44 × 10^−8^	Up
782542	ONECUT2	3.6487	1.83 × 10^−2^	Up
511869	TM4SF5	3.2932	7.12 × 10^−3^	Up
505865	FOLH1B	2.8627	2.54 × 10^−2^	Up
538670	FAM151A	2.7599	4.83 × 10^−2^	Up
414732	GATM	2.3843	4.97 × 10^−3^	Up
525682	NOTUM	2.3823	5.44 × 10^−8^	Up
786760	BTN3A3	2.2747	2.13 × 10^−2^	Up
514667	MST1	2.2436	4.08 × 10^−2^	Up
100336768	ROS1	2.1404	4.85 × 10^−2^	Up
407225	MOGAT1	2.0725	3.49 × 10^−2^	Up
511097	SLC46A1	2.0696	7.13 × 10^−5^	Up
100300004	GLTPD2	2.0471	1.55 × 10^−3^	Up
282605	FAM13A	2.0424	1.92 × 10^−2^	Up
513137	TMEM72	2.0322	3.76 × 10^−2^	Up
540196	PAX9	−23.4653	5.44 × 10^−8^	Down
112444345	-	−22.6113	1.07 × 10^−7^	Down
112446673	-	−21.2060	1.37 × 10^−6^	Down
538371	PAX5	−9.2089	6.98 × 10^−3^	Down
534753	FCRL4	−8.6701	1.83 × 10^−2^	Down
782871	FCRLA	−7.8139	2.45 × 10^−2^	Down
531420	GP2	−7.6012	4.85 × 10^−2^	Down
504258	SIGLEC10	−6.8829	2.20 × 10^−2^	Down
407126	CR2	−6.7550	4.18 × 10^−2^	Down
107131854	-	−6.5830	4.60 × 10^−2^	Down
408008	KCNN1	−5.9122	3.30 × 10^−2^	Down
512439	HBA	−5.7393	2.97 × 10^−2^	Down
112445446	-	−5.5555	5.03 × 10^−3^	Down
493988	SLC14A1	−4.8759	4.67 × 10^−3^	Down
101908107	P2RY8	−4.6693	2.97 × 10^−2^	Down
515911	STRA6	−4.4179	3.68 × 10^−2^	Down
782922	-	−4.3880	5.88 × 10^−3^	Down
616320	SLC9B2	−4.1830	4.18 × 10^−2^	Down
100296105	-	−4.1574	3.68 × 10^−2^	Down
506550	TSPAN1	−4.0508	1.16 × 10^−2^	Down

^1^ B4GALNT2, Beta-1,4-N-Acetyl-Galactosaminyl transferase 2; FABP1, Fatty Acid-Binding Protein 1; GBA3, Glucosylceramidase Beta 3; GSTA1, Glutathione S-Transferase Alpha 1; ARL14, ADP-Ribosylation Factor-Like GTPase 14; ONECUT2, One Cut Homeobox 2; TM4SF5, Transmembrane 4 L Six Family Member 5; FOLH1B, Folate Hydrolase 1B; FAM151A, Family with Sequence Similarity 151 Member A; GATM, Glycine Amidino transferase; NOTUM, Notum, Palmitoleoyl-Protein Carboxylesterase; BTN3A3, butyrophilin subfamily 3 member A3; MST1, Macrophage-Stimulating 1; ROS1, Receptor Tyrosine Kinase 1; MOGAT1, Monoglyceride O-acyltransferase 1; SLC46A1, Solute Carrier Family 46 Member 1; GLTPD2, GLTP Domain Containing 2; FAM13A, Family with Sequence Similarity 13 Member A; TMEM72, Transmembrane Protein 72; PAX9, Paired Box 9; PAX5, Paired Box 5; FCRL4, Fc Receptor-Like 4; GP2, Glycoprotein 2; FCRLA, Fc Receptor-Like A; GP2, Glycoprotein 2; SIGLEC10, Sialic Acid Binding Ig-Like Lectin 10; CR2, Complement Receptor 2; KCNN1, Potassium Channel, Calcium Activated, Subfamily N, Member 1; HBA, Hemoglobin Subunit Alpha; SLC14A1, Solute Carrier Family 14 Member 1; P2RY8, Purinergic Receptor P2Y8; STRA6, Stimulated by Retinoic Acid 6; SLC9B2, Solute Carrier Family 9 Member B2; TSPAN1, Tetraspanin 1. ^2^ Q value is adjusted *p* value.

## Data Availability

The data presented in this study are openly available in the NCBI Gene Expression Omnibus (GEO) under accession number GSE293812. [BAN CHAO] [https://doi.org/10.5281/zenodo.15302330, accessed on 29 April 2025].

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ani15131905/s1, Table S1: List of primer sequences used for quantitative polymerase chain reaction (qPCR); Table S2: Differentially expressed genes (DEGs) in the jejunal tissue of calves; Table S3: Gene Ontology (GO) terms for the differentially expressed genes (DEGs) in the jejunal tissue of calves.

# Supplementary material for: Effect of Dead-Cell Limosilactobacillus ingluviei on Hematological Parameters and Jejunal Transcriptome Profile in Calves During the Weaning Period
**Source:** Animals (Basel). 2025 Jun 28;15(13):1905. doi: 10.3390/ani15131905
**Supplement:** Supplementary file 1

Table S1. List of primer sequences used for quantitative polymerase chain reaction (qPCR)

Accession number	Gene	Primer sequences (5' to 3')	Product size (bp)	Annealing temperature (°C)
508108	B4GALNT2	(F):TGA CCA ACT TCG CCA GAA CA	20	60
		(R):TTC CGC TCT GTT GAA ACG GT	20	60
327700	FABP1	(F):GTA CCA AGT CCA GAC CCA GG	20	60
		(R):GAT TTC CGA CAC CCC CTT GAT	21	60
777644	GSTA1	(F):GGA GAC AGA CTT TCG TAA GGA<br>TTG A	25	60
		(R):ATC TTT TTC AGC AGG TGG GCA	21	60
540196	PAX9	(F):GTG GTC CCA ACA CTC CCT TT	20	60
		(R):CAT GAT TCA CCG AGA GCC CA	20	60
538371	PAX5	(F):CGA AGA ACA CGG ACA CCC TT	20	60
		(R):AAG AGC TTC TCG CCA TGT GA	20	60
534753	FCRL4	(F):CCA GAC ACT CGG CTT CAC TT	20	60
		(R):CAG TGT TTC AGC ACC ACA CG	20	60
782871	FCRLA	(F):AGC AGC CAC TGA GGA CAA TC	20	60
		(R):CTA ACA GTA TAC CAG GGG CAG T	22	60

B4GALNT2, Beta-1,4-N-Acetyl-Galactosaminyl transferase 2; FABP1, Fatty Acid Binding Protein 1; GSTA1, Glutathione S-Transferase Alpha 1; PAX9, Paired Box 9; PAX5, Paired Box 5; FCRL4, Fc Receptor Like 4; FCRLA, Fc Receptor Like A

How the deposited data were processed for this re-analysis (not part of the article)

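The data are RNA-seq libraries of jejunal tissue from 8 Holstein bull calves at day 90, 4 of the control group (CON) and 4 fed 1 g/d of the postbiotic (DCLI), with 1 library per calf. By the paper, the authors filtered the reads with SOAPnuke, aligned them with HISAT2 and quantified them with RSEM, and they tested counts with DESeq2 (version 1.4.5). The deposited TPM values were made by the authors with RSEM, 1 value per transcript and library, and replicates were not pooled. The authors' table also holds estimated counts, not whole in part, filled for 76 transcripts. These were not used in any test, because their values across the libraries followed those of genes of Table S2 (Pearson's r above 0.95 for 76 of 76) and not those of the genes named beside them (median r -0.0182, 0 above 0.95). No count model was therefore fitted here, and the paper's test was not repeated.

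TPM was summed from 50681 transcripts to 17932 genes by gene ID. Of these IDs, 17696 matched a table of RefSeq genes of assembly ARS-UCD2.0, which was used for symbols only. The paper's alignment used ARS-UCD1.2, so no coordinates are given. By Table 3 of the paper, the libraries hold 43.87 to 45.17 M clean reads, with a mapping rate of 97.11% to 98.04%. A TPM keeps no depth, so no interval for counting error is given, and the spread between calves is the only error used. A value of 0 is described as listed at 0.

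The comparison of DCLI with CON used limma (lmFit and eBayes with trend) on log2(TPM + 1), for genes with a TPM of at least 1 in at least 4 libraries, with Benjamini-Hochberg adjustment over the 13228 genes tested. A fold change on this scale understates the change of genes with low values. Values of genes under the filter come from the same fit with no filter. Each library stands for 1 calf. The log2 ratio of mean TPM has a jackknife standard error. Single genes and list levels were also compared with 2-sided exact permutation tests over the 70 assignments of the calves, whose smallest p is 0.029.

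The gene lists, the rule for named genes, the main tests and 22 alternatives were set before the data were examined, with the values of Table 4 and Table S2 of the paper already seen. The tests of the enterocyte and proximal genes without CON4 were chosen after the result was seen. So were the counts of other splits for gene lists and for genes at an unadjusted p under 0.05. The permutation test of the proximal less the distal level was not set before the data were examined either. Of 38 lists, 36 had at least 3 tested members and were tested with camera of limma at its preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. At an adjusted p under 0.05, 17 lists passed, and 0 passed with an estimated correlation (smallest adjusted p = 0.338) or with the directional test of fry (smallest adjusted p = 0.0731), while the test of fry for change in either direction passed 2 lists, those of stem cell and Wnt genes and of fibroblast and extracellular matrix genes (adjusted p = 0.0115 for both). The named genes are those the paper names, the 10 in each direction with the smallest p among genes with an absolute log2 fold change of at least 1 and no overlap between the groups (none of which passed the adjusted threshold), up to 4 members of each list with the largest absolute log2 fold change, the 5 most abundant genes, and ACTB and GAPDH. The rule takes 185 genes, and the text gives results for 66, picked among them after their values were seen, so that examples were not drawn blind. A result for 1 further gene is not reported here. The enrichment P of each GO term was recomputed from the counts in Table S3 with the hypergeometric distribution.

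The limma step was tested on simulated libraries with the spread of the real ones and 50 changed genes at each of 4 sizes, drawn from the more abundant of 13080 genes. At a log2 change of 1, 2, 3 and 5, it called 15, 38, 47 and 48 of the 50, and it called 10 unchanged genes. In these libraries the genes varied independently with normal noise, and no calf stood apart as CON4 did. The limma step was therefore not tested with correlated genes, and these counts do not give its power on the real libraries. In other simulated libraries, with a spread smaller than the real one and again with genes that vary independently, camera called the 1 list that was shifted by 1 and 0 others. The camera step was therefore not tested at the real spread or with correlated genes. The alternatives changed the pseudocount, the filter on low values, the scaling, the variance model, the weights of the libraries, covariates from Table 3, the pairing by replicate number and the libraries left out. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Blood values and the RT-qPCR were not analysed here.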

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

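The tests of the enterocyte and proximal genes without CON4 were chosen after the result was seen, and the bound of the enterocyte test was changed and set back once its value was known. For each group of 4 calves, the gap between the highest or lowest calf and the nearest of the others was divided by the range of the group, and a ratio above Dixon's 95% critical value marked a calf that stood apart. This was so in 40 of 208 groups, and chance gives about 1 in 20. That share sets no number to compare with here, because genes named in the text were picked after their values were seen and the lists share genes with them. In 21 of the 40, 14 genes and 7 gene lists, the calf was CON4.

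CON4 was the highest CON calf for PAX5 (ratio 0.983), PAX9 (1), FCRLA (0.939), FCRL4 (0.984), IL6 (0.965), MS4A1 (0.903), CD79B (0.840), VPREB3 (0.916), CR2 (0.900), GP2 (0.866), SIGLEC10 (0.967) and HBA (0.881). It was also the highest for the lists of B cell genes outside Table S2 (0.909), B cell and follicle genes in Table S2 (0.963), germinal centre genes (0.983) and M cell genes (0.906). It was the lowest CON calf for CLDN15 (0.830), CYP2B6 (0.944) and the lists of tight junction (0.898), glutathione (0.854) and creatine genes (0.946). The TPM of IL6 was low in every calf, CON4 included, so its ratio rests on a small difference.

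B cell and follicle genes were lower in DCLI, and CON4 carried the difference. The mean level in DCLI less that in CON was -0.11 without CON4, and -2.32, -2.31 and -2.39 without CON1, CON2 and CON3, for the B cell and follicle genes in Table S2, and 0.036 without CON4, and -1.62, -1.63 and -1.78 without the others, for the B cell genes outside it, which argues against a difference shared by the 4 CON calves. The B cell genes outside Table S2, which the paper did not choose, had a median log2 fold change of -1.44, in line with unequal amounts of lymphoid follicle in the pieces sampled. A candidate explanation is therefore that the piece from CON4 held a follicle, such as a Peyer's patch. The T cell list was not high in CON4. Its level was 3.96 there, the lowest of all calves, and 4.15 to 4.86 in the others. The candidate explanation was not tested against this. Without CON4, the lists of B cell genes outside Table S2 (median 0.046, adjusted p = 0.739) and of germinal centre genes (median -0.20, adjusted p = 0.354) did not pass, which does not exclude a smaller difference between the groups.

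Over all calves, the enterocyte and brush border list, which holds 0 genes of Table S2, had a median of 0.84, which a higher share of enterocytes in the DCLI pieces could give. Without CON4 its median was 0.066, its mean 0.46 and the upper quartile of its log2 ratios of mean TPM 0.72. The Table S2 genes higher in DCLI had a lower quartile of 1.38 and a median of 1.82. The paper chose those genes on the same calves for being higher, which raises their quartiles. This comparison therefore cannot decide on the share of enterocytes. The level of the enterocyte list was 6.95 in CON1, 7.75 in CON2 and 6.67 in CON3, and 7.44 to 7.80 in the DCLI calves. A difference in the share of enterocytes remains open. The median of the proximal genes less that of the distal genes, with genes of Table S2 left out, was 2.15 over all calves (1.52 and -0.63) and 2.19 without CON4 (0.65 and -1.54), consistent with a more proximal position of the DCLI pieces along the small intestine. The paper states the same sampling site for all calves. The level of the proximal genes less that of the distal genes was -3.46, -2.74, -3.99 and -2.31 in CON1 to CON4, and 0.93, 0.013, -2.25 and -0.70 in DCLI1 to DCLI4. Every DCLI calf was above every CON calf (exact permutation test, unadjusted p = 0.029, the smallest the design allows). This test of the combined level was not set before the data were examined. The planned permutation tests of each list's level, genes of Table S2 included, gave p = 0.057 for the proximal list and 0.286 for the distal list. Adjusted over the lists, these were 0.241 and 0.543. DCLI3 was close to CON4, so the shift was not shared evenly. Such a position and an effect of the postbiotic on these genes both remain open.

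In other calves, CON2 was the highest of the CON group for GBA3 (0.878), LCT (0.978), TM4SF5 (0.859), MEP1A (0.952) and BCO1 (0.835). CON3 was the highest for GSTT1 (0.855) and RNF180 (0.841). DCLI3 was the lowest of the DCLI group for TM4SF5 (0.912), CLDN4 (0.838), RBP2 (0.831), SOAT2 (0.953) and the lipid uptake list (0.846), and the highest for RNF180 (0.874). DCLI1 was the lowest for CHST3 (0.841) and FCRL4 (1). The ratio of FCRL4 is a step of the last digit near 0, with a TPM of 0.03 in DCLI1 and 0.04 in the other DCLI calves. DCLI4 was the lowest for TNF (0.940), MS4A1 (0.895) and the prostaglandin list (0.880), and the highest for CYP2B6 (0.833).

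Among the genes named for their small unadjusted p, 6 that Table S2 does not list had no overlap between the groups and an absolute log2 fold change of at least 1, both of which that part of the rule asks for. LCT was higher in DCLI, with a log2 fold change of 6.41. The 5 lower genes were COL1A2 (-1.08), COL6A2 (-1.20), the homeobox gene HOXB7 (-1.15), the stromal chemokine gene CXCL12 (-1.18) and RNF180 (-1.42). Each had an adjusted p of 0.692 from limma and did not pass the threshold. Of the other tested genes outside Table S2 that the rule takes from gene lists, 9 had both properties as well, among them ICAM1, IL18, CYP2B6 and COL6A1. Of the 13228 genes tested, 713 (5.39%) had no overlap, where chance gives 2.86%.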

How the results depend on the processing

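No alternative was chosen after the data were seen, and causes were not tested unless stated. A TPM keeps no depth, so the spread between calves is the only limit on precision that was measured. The number of DEGs by limma was 0 in 20 of 22 alternatives, 9 without CON2 and 1 without DCLI1 (0 to 9 in total, 0 to 9 higher and 0 to 1 lower when 1 calf was left out). The genes at an unadjusted p under 0.05 were 937 (541 higher, 396 lower), 1371 with array weights (462 and 909), 1278 with GC percent as a covariate (346 and 932), 1324 without CON4 (555 and 769) and 438 without DCLI1. The median log2 fold change of all tested genes was -0.06, and -0.20 with GC percent as a covariate. The 66 genes for which the text gives results, picked after their values were seen, have 1264 values under the alternatives. Of these, 1253 kept their direction and side of the threshold, 4 passed it and 7 changed direction. With all calves 0 genes passed, so keeping the side of the threshold means that a gene again did not pass. For gene lists, 687 of 790 values kept their direction and call, 52 lost the call, 28 gained it and 23 changed direction. Robust eBayes was not run for gene lists.

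Replicate numbers are shared by the groups. The deviations of calves with the same number had correlations of 0.0507, -0.0383, -0.0298 and -0.198, so the numbers do not pair the calves. With the replicate number as a block, 0 genes were DEGs by limma, 845 had an unadjusted p under 0.05, and the distal list (mean -1.31) gained the call; no other call of a gene list changed.

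List values are means of log2 fold changes. With an estimated correlation the means are the same, the number of lists called fell from 17 to 0, and the calls lost are those of B cell genes (-1.33), germinal centre and follicular dendritic cell genes (-1.09), T cell genes (0.16), neutrophil genes (-0.76), MHC class II genes (-0.55), type I interferon response genes (0.45), enterocyte genes (1.14), lipid uptake and chylomicron genes (2.10), goblet cell and mucus genes (0.92), tight junction and barrier genes (0.59), xenobiotic and drug metabolism genes (1.08), vitamin digestion and absorption genes (1.17), creatine genes (0.86), proximal small intestine genes (2.50), smooth muscle genes (-0.84), fibroblast and extracellular matrix genes (-0.83) and liver genes (1.49). With array weights, the call was lost for B cell genes (-0.12), germinal centre and follicular dendritic cell genes (-0.11), MHC class II genes (-0.13), enterocyte genes (0.14), tight junction and barrier genes (0.14), xenobiotic and drug metabolism genes (0.28) and liver genes (0.40), gained for prostaglandin and arachidonic acid genes (-0.42), distal small intestine genes (-2.02), endothelial genes (-0.30) and immediate early and heat shock genes (-0.29), and the direction changed for plasma cell genes (-0.028), goblet cell and mucus genes (-0.066), enteroendocrine genes (-0.59), intestinal stem cell and Wnt genes (-0.17), cell proliferation genes (0.17) and reference genes (0.024), of which the goblet list also lost its call (adjusted p = 0.986) and the enteroendocrine list passed as lower in DCLI (adjusted p = 0.00646). With GC percent as a covariate, the call was lost for B cell genes (-1.65), germinal centre and follicular dendritic cell genes (-1.52), neutrophil genes (-0.90) and MHC class II genes (-0.17), gained for intestinal stem cell and Wnt genes (0.27), glutathione genes (0.26), antioxidant genes outside glutathione (0.22), sterol transport genes (1.06) and enteric neuron and glia genes (-1.08), and the direction changed for endothelial genes (0.017) and pancreas acinar genes (-0.078). With the raw read class of Table 3 as a covariate, the call was lost for B cell genes (-0.87), germinal centre and follicular dendritic cell genes (-0.77), T cell genes (0.13) and MHC class II genes (-0.45) and gained for distal small intestine genes (-1.79). The T cell list also lost it with median-ratio scaling (0.19), quantile normalization (0.19) and rescaling without the top 20 genes (0.17). With a mean TPM of at least 1, the liver list (0.75) lost the call and the pancreas list (-0.61) changed direction, as it did with no filter on low values (-0.25). With a mean TPM of at least 5, the liver list (0.88) lost the call and the sterol list (1.06) gained it. The correlation with Table S2 was 0.951, 0.648 with no filter on low values, 0.691 with a mean TPM of at least 1 and 0.863 with at least 5, where other genes were tested. With Q in place of P, 16 GO terms passed and not 225. TNF was 0.44 with array weights, and GAPDH was 0.036 with array weights and 0.040 with GC percent as a covariate.

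With 1 calf left out at a time, these lists changed call or direction, with lowest and highest mean: B cell genes (-1.92 to 0.035), MHC class II genes (-0.77 to -0.36), T cell genes (0.029 to 0.34), antioxidant genes outside glutathione (0.039 to 0.15), cell proliferation genes (-0.95 to 0.28), creatine genes (0.40 to 1.03), distal small intestine genes (-2.15 to -0.84), endothelial genes (-0.31 to 0.0017), enteric neuron and glia genes (-0.47 to 0.26), enterocyte genes (0.46 to 1.50), enteroendocrine genes (-0.31 to 0.62), germinal centre and follicular dendritic cell genes (-1.39 to -0.15), glutathione genes (0.039 to 0.27), immediate early and heat shock genes (-0.22 to -0.040), inflammatory cytokine and NF-kB target genes (-0.33 to 0.026), intestinal stem cell and Wnt genes (0.073 to 0.45), liver genes (1.00 to 1.98), macrophage and monocyte genes (-0.58 to -0.17), pancreas acinar genes (-0.015 to 0.43), plasma cell genes (-0.17 to 0.25), prostaglandin and arachidonic acid genes (-0.48 to -0.088), reference genes (-0.12 to 0.039), smooth muscle genes (-1.22 to -0.29), sterol transport genes (0.39 to 1.07) and tight junction and barrier genes (0.18 to 0.76). The call was lost without CON1 for MHC class II, without CON2 for T cell, without CON3 for T cell and smooth muscle, without CON4 for germinal centre and follicular dendritic cell, T cell, MHC class II, enterocyte, tight junction and barrier, creatine and liver, without DCLI1 for T cell, without DCLI2 for MHC class II, without DCLI3 for T cell, without DCLI4 for MHC class II. It was gained without CON1 for glutathione, antioxidant outside glutathione and sterol transport, without CON2 for intestinal stem cell and Wnt, without CON3 for macrophage and monocyte and cell proliferation, without CON4 for prostaglandin and arachidonic acid, distal small intestine, endothelial and immediate early and heat shock, without DCLI1 for macrophage and monocyte and cell proliferation, without DCLI3 for macrophage and monocyte, cell proliferation and distal small intestine, without DCLI4 for distal small intestine. The direction changed without CON1 for plasma cell genes (-0.043) and endothelial genes (0.00169), without CON3 for plasma cell genes (-0.17) and enteric neuron and glia genes (0.26), without CON4 for B cell genes (0.035), enteroendocrine genes (-0.31), cell proliferation genes (0.28) and reference genes (0.039), without DCLI1 for plasma cell genes (-0.027), without DCLI2 for pancreas acinar genes (-0.015), without DCLI3 for plasma cell genes (-0.081), without DCLI4 for inflammatory cytokine and NF-kB target genes (0.026) and enteric neuron and glia genes (0.047). Of these, without CON4, the B cell list also lost its call and the proliferation list gained one. The correlation with Table S2 was 0.904 to 0.959, the lowest without CON4. The log2 ratio of mean TPM moved for CR2 (-7.49 to -0.070), FABP1 (6.91 to 9.77), FCRL4 (-9.18 to -0.76), FCRLA (-8.37 to 0.17), FOLH1B (2.49 to 4.03), GBA3 (5.19 to 8.73), GP2 (-8.998 to -0.40), HBA (-6.21 to -1.15), KCNN1 (-7.14 to -2.77), LOC107131854 (-6.96 to -3.88), LOC782922 (-4.91 to -2.23), ONECUT2 (3.04 to 4.94), P2RY8 (-5.06 to -1.10), PAX5 (-10.02 to -0.78), SIGLEC10 (-7.42 to -0.66), SLC14A1 (-5.41 to -2.35), SLC9B2 (-4.71 to -0.55), STRA6 (-4.86 to -1.02) and TM4SF5 (2.96 to 4.58). Of the single genes that passed the filter on low values and are named in the text, those that changed direction were TNF (-0.30 to 0.11, 0.077 without CON4 and 0.11 without DCLI4), MS4A1 (-2.55 to 0.17, 0.17 without CON4) and CD79B (-2.82 to 0.085, 0.085 without CON4). Of the genes under that filter, FCRLA went from -2.01 to 0.059 and CR2 from -1.87 to 0.018 without CON4.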

Differences from the paper's values

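No test in this part was chosen after the result was seen. The paper reports 76 DEGs, 36 higher and 40 lower in DCLI, from DESeq2 on counts. By limma on TPM at the same thresholds there were 0, 0 and 0, with 937 genes at an unadjusted p under 0.05. None of the alternatives set before the data were examined brought the 3 counts within 1.5 times of the paper's. Without CON2 there were 9, of which 2, TM4SF5 and FOLH1B, are among the paper's 76, and without DCLI1 there was 1, RGS2 (gene ID 513055), which is not. All 76 genes had the direction of Table S2. For the 37 genes of Table 4 with a ratio, the log2 ratio of mean TPM differed from the paper's value by at most 0.325 (median 0.052). All 37 were within the jackknife standard error. That error is the spread between calves, and both values come from the same calves, so it is not the error of their difference.

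The paper gives 352 enriched GO terms in total. In Table S3, 225 terms had a P under 0.05, and with Q in place of P 16 had, so that alternative differs as well. By category, the counts of 152, 53 and 20 equal the paper's.

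The paper's P for actin filament binding is 0.0038, and the P recomputed from the counts of Table S3 was 0.0379. No alternative was set for it. The other 14 P values that the paper's text gives for GO terms were each within 1.5 times of the recomputed P.

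The paper's text gives a 7.44-fold change for B4GALNT2. Its mean TPM in DCLI was 849 times that in CON, and 539 to 1593 times under the alternatives, all of which differ from the paper's fold. The paper's log2 fold change for the same gene in Table 4 is 9.79, and the log2 ratio of mean TPM was 9.73.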

Other observations

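The counts of other splits for gene lists and for genes at an unadjusted p under 0.05 were chosen after the result was seen. Gene lists that the paper does not discuss also differed between the groups by camera of limma, and none of these calls held with an estimated correlation, with all calves or without CON4 (where the smallest adjusted p over all lists was 0.240). By limma 0 members of any list passed over all genes tested, and adjusted over the list alone 3 did in the enterocyte list, 1 in the stem cell list and 0 in the others of these paragraphs. Enterocyte and brush border genes were higher in DCLI for 25 of 28 (adjusted p = 1.35e-07, and adjusted p = 0.583 with an estimated correlation), and without CON4 the adjusted p was 0.218. All 10 goblet cell and mucus genes were higher, with a median log2 fold change of 0.85 (adjusted p = 0.000106, and 0.583 with an estimated correlation), and 0.46 without CON4 (adjusted p = 0.0401). With array weights the mean log2 fold change of the goblet list was -0.066, and it did not pass (adjusted p = 0.986). Of 17 type I interferon response genes, 14 were higher, with a median of 0.42 (adjusted p = 0.000561, and 0.583 with an estimated correlation), and 0.37 without CON4 (adjusted p = 0.00339). RSAD2, an antiviral gene of this list, had a TPM of 25.4 ± 16.7 (SD, n = 4) in DCLI and 9.32 ± 7.63 (SD, n = 4) in CON. Of 20 T cell genes, 14 were higher, with a median of 0.30 (adjusted p = 0.0401, and 0.613 with an estimated correlation), and 0.07 without CON4 (adjusted p = 0.354). Of 18 liver genes, the 4 that passed the filter were higher, with a median of 1.57 (adjusted p = 0.00735, and 0.544 with an estimated correlation), and 0.89 without CON4 (adjusted p = 0.0545). Over all 18, the mean level on the log2(TPM + 1) scale was 1.15 in DCLI and 0.84 in CON. The call was lost with a mean TPM of at least 1 (adjusted p = 0.078) or at least 5 (adjusted p = 0.140) as the filter.

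The 5 tested neutrophil genes were lower in DCLI, with a median of -0.70 (adjusted p = 0.0102, and 0.338 with an estimated correlation), and -0.83 without CON4 (adjusted p = 0.00794). The 8 tested MHC class II genes were lower, with a median of -0.54 (adjusted p = 0.0202, and 0.613 with an estimated correlation), and -0.36 without CON4 (adjusted p = 0.0707).

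Among the other lists that did not pass were those of macrophage (median -0.32, adjusted p = 0.114), mast cell (-0.12, 0.335), M cell (-0.13, 0.819), antimicrobial (-1.02, 0.319), enteroendocrine (0.14, 0.319), stem cell and Wnt (0.30, 0.0923), proliferation (-0.59, 0.0923), endothelial (-0.09, 0.437), enteric neuron and glia (-0.14, 0.576), pancreas (0.34, 0.227), immediate early and heat shock (-0.15, 0.294) and reference genes (-0.14, 0.681). The level of the M cell list was 5.29 in CON4 and 3.54 to 3.77 in the other calves. All 17 proliferation genes were lower in DCLI, their level in CON4 was 7.07, and without CON4 their median was 0.24 (adjusted p = 0.0474, and adjusted p = 0.752 with an estimated correlation). The red blood cell list and the list of B cell and follicle genes in Table S2 had 1 tested member each and were not tested, and the level of the latter was 7.22 in CON4 and 0.34 to 0.63 in the others. The red blood cell list had a level of 0.729 ± 0.124 (SD, n = 4) in DCLI and 1.34 ± 0.525 (SD, n = 4) in CON.

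Other splits of the 8 libraries into 4 and 4 were counted, 35 in all with the real one. The real split gave 0 DEGs by limma, so that all 35 splits give at least as many by construction and their number says nothing about chance, and the highest of the others was 1. It called 17 gene lists with camera, and 15 of 35 splits called at least as many, with a highest of 23 and a median of 16 in the others, so chance cannot be excluded for the number of lists. It gave 937 genes at an unadjusted p under 0.05, and 2 of 35 splits gave at least as many, with a highest of 967 and a median of 372.5 in the others, so chance cannot be excluded for that number either.

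A label of the samples names liver. If the values came from liver, ALB would exceed VIL1 in every library. The highest TPM of ALB in any library was 1.07 and the lowest of VIL1 was 117, which argues against liver as the tissue of these values.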
